# Conserved immunomodulatory transcriptional networks underlie antipsychotic-induced weight gain

**DOI:** 10.1038/s41398-021-01528-y

**Published:** 2021-07-22

**Authors:** Rizaldy C. Zapata, Besma S. Chaudry, Mariela Lopez Valencia, Dinghong Zhang, Scott A. Ochsner, Neil J. McKenna, Olivia Osborn

**Keywords:** Schizophrenia, Predictive markers, Molecular neuroscience

## Abstract

Although antipsychotics, such as olanzapine, are effective in the management of psychiatric conditions, some patients experience excessive antipsychotic-induced weight gain (AIWG). To illuminate pathways underlying AIWG, we compared baseline blood gene expression profiles in two cohorts of mice that were either prone (AIWG-P) or resistant (AIWG-R) to weight gain in response to olanzapine treatment for two weeks. We found that transcripts elevated in AIWG-P mice relative to AIWG-R are enriched for high-confidence transcriptional targets of numerous inflammatory and immunomodulatory signaling nodes. Moreover, these nodes are themselves enriched for genes whose disruption in mice is associated with reduced body fat mass and slow postnatal weight gain. In addition, we identified gene expression profiles in common between our mouse AIWG-P gene set and an existing human AIWG-P gene set whose regulation by immunomodulatory transcription factors is highly conserved between species. Finally, we identified striking convergence between mouse AIWG-P transcriptional regulatory networks and those associated with body weight and body mass index in humans. We propose that immunomodulatory transcriptional networks drive AIWG, and that these networks have broader conserved roles in whole body-metabolism.

## Introduction

Antipsychotic drugs are effective medications for the treatment of psychiatric disease but have significant side effects, including antipsychotic-induced weight gain (AIWG) [1, 2]. AIWG has been shown to increase the risk of both developing metabolic syndrome [3] and of mortality [4]. Approximately 20% of patients treated with a broad range of APs gain clinically significant amounts of weight (>7% of their baseline weight) [1]. Notably, the incidence of diabetes among second-generation antipsychotic users is four times higher than age-matched, race-matched, and sex-matched controls [5]. Metabolic side effects are also the most commonly reported reason for noncompliance with second generation antipsychotic medications [6]. Although almost all antipsychotics result in some degree of weight gain [1], the extent of weight gain varies between individuals [7, 8]. Some individuals can gain a pound per week of treatment, while others are relatively refractory to weight gain [1, 9–13].

Olanzapine is one of the most clinically effective antipsychotic drugs but also results in highly significant weight gain in many patients [1, 2, 9, 13, 14]. Therefore, there is a need to determine which patients are less susceptible to the metabolic side effects of antipsychotics and would be good candidates for drugs such as olanzapine, and conversely, identifying patients that should be prescribed alternative antipsychotics with less weight gain liabilities. Although olanzapine is known to target multiple receptors including serotonergic (5-HT_2_ and 5-HT_6_), dopaminergic (D2, D3, and D4), muscarinic (M1–5), α_1_ adrenergic and histaminergic H1 receptors, the underlying biological mechanisms responsible for AIWG are incompletely understood. Previous studies have shown that the effect of olanzapine on AIWG can be effectively modeled in mice [15, 16]. Here, we used gene expression profiling in a mouse model to illuminate signaling pathways predisposing to AIWG, and to identify genes with potential as blood-based biomarkers of AIWG in humans.

## Materials and methods

### Mouse studies

#### Antipsychotic-induced food intake and weight gain study

Forty female C57BL/6J mice (stock #000664) were purchased from Jackson Laboratory at nine weeks of age. After seven days of acclimation to experimental conditions (12:12 light–dark, 20–21 °C, 50% humidity), blood was collected and total RNA isolated from blood using Mouse RiboPure Blood RNA Isolation Kit (AM1951, Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s instructions. All mice were transitioned to a 45% high-fat diet (HFD) compounded with 54 mg/kg olanzapine (Research Diets, Inc., D09092903) for 14 days. The olanzapine dose selected results in mouse plasma levels (21 ± 5 ng/mL) that are similar to the levels observed in humans treated with olanzapine (10–50 ng/mL) [17]. All 40 mice were singly housed throughout the study, and food intake was measured daily, and body weight was measured every other day for 14 days. At the end of the study, mice were anesthetized and sacrificed. Hypothalami were dissected and stored at −80 °C for qPCR analysis. Food intake was analyzed for all 40 mice. We then classified the top five weight gainers as weight gain-“prone” mice (AIWG-P) and the five least weight gainers as weight gain “resistant” mice (AIWG-R). Sample sizes were selected based on previous studies [15]. No randomization or blinding was applied in these studies. All experiments were approved by and conducted in accordance with the University of California, San Diego IACUC.

#### High-fat diet-induced weight gain study

Baseline blood was collected from C57BL6 mice and total RNA isolated using Mouse RiboPure Blood RNA Isolation Kit (AM1951, Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s instructions. Starting body weight was recorded before mice were transitioned from normal chow to a 45% high-fat diet (HFD) for 14 days, at which point body weight was recorded and body weight gain calculated. Mice were then divided into high-fat diet-induced weight gain-prone (HFWG-prone) and HFWG-resistant groups.

### RNA sequencing

The RNA extracted from blood was sequenced at the UCSD Institute for Genomic Medicine. The quality of the RNA was assessed using the Tapestation 2200 (Agilent) and Libraries prepared using TruSeq Library prep kits (Illumina), and then run on the Tapestation high-sensitivity DNA assay kits to ensure the correct library size. Libraries were quantified using the Qubit^®^ 2.0 Fluorometer, pooled, and run on the Illumina NovaSeq 6000 (Illumina). Reads were mapped to the mouse transcriptome using Bowtie2 algorithm [18] and counted as reads per gene using RSEM [19] and then analyzed using the statistical algorithm limma (RRID:SCR_013027). RNA-sequencing data have been archived in the Gene Expression Omnibus (GEO) database GSE157438 (RRID:SCR_005012). Human RNA-seq data were obtained from a previous published study where blood samples were sequenced from patients before three months of treatment with antipsychotics [20]. This study conformed to the international standards for research ethics and was approved by the Cantabria Ethics Institutional Review Board (IRB).

### Hypothalamus RNA isolation and RT-qPCR

Total RNA was isolated using Trizol (Invitrogen, Carlsbad, USA) and purified using RNAeasy (Qiagen) according to the manufacturer’s protocol. RNA concentration and quality were measured on a NanoDrop (NanoDrop Technologies, Rockland, DE, USA). cDNA was prepared and qPCR was performed with Perfecta FastMix (95073-05 K, VWR) and specific primers (Supplementary file section 1). Gene expression was normalized using Pgk1 and Hprt as the housekeeping genes using the ΔΔCt method. Data were analyzed by Student’s *t*-test. Normal distribution was tested using Shapiro-Wilk test prior to proceeding with a Student’s *t*-test with Welsh’s correction, thus not assuming equal variances between populations. *p* < 0.05 was considered statistically significant using Graphpad Prism.

### PANTHER Gene Ontology analysis

PANTHER Gene Ontology analysis of gene sets was carried out using the Panther Overrepresentation Test (Release 20200728; [21]) with the following parameters: Reference List, Mus musculus (all genes in the database); Test Type, FISHER; Correction, FDR.

### Signaling Pathways Project transcriptional regulatory network analysis

Transcriptional regulatory network analysis of gene sets was carried out as previously described [22, 23]. Consensomes are gene lists ranked according to measures of the strength of their regulatory relationship with upstream signaling pathway nodes derived from independent publicly archived transcriptomic or ChIP-Seq datasets [20]. To generate ChIP-Seq consensomes, we first retrieved processed gene lists from ChIP-Atlas [24], in which genes are ranked based on their mean MACS2 peak strength across available archived ChIP-Seq datasets in which a given pathway node is the IP antigen. Of the three stringency levels available (10, 5, and 1 kb from the transcription start site), we selected 5 kb. We then mapped the IP antigen to its pathway node category, class, and family, and organized the ranked lists into percentiles to generate the node ChIP-Seq consensomes [22]. Genes in the 95th percentile of a given node consensome were designated high-confidence transcriptional targets (HCTs) for that node and used as the input for the HCT intersection analysis using the Bioconductor GeneOverlap analysis package implemented in R as previously described [21]. *p*-values were adjusted for multiple testing by using the method of Benjamini and Hochberg to control the false discovery rate as implemented with the p.adjust function in R, to generate *q*-values. Evidence for a transcriptional regulatory relationship between a node and a gene set was represented by a larger intersection between the gene set and HCTs for a given node than would be expected by chance after FDR correction (*q* < 0.05).

### Other statistical analyses

Genes mapping to the Mammalian Phenotype Ontology phenotypes “decreased total body fat mass” or “slow postnatal weight gain” were retrieved from the Monarch [43], IMPC [44], or MMPC [45] resources. A hypergeometric analysis (Graphpad, Prism 7.0) was used to estimate the overrepresentation of genes mapped to these phenotypes among nodes with HCT/AIWG-P intersections of *q* < 0.05. There was enrichment of mouse orthologs of genes whose expression correlated with weight gain and body mass index in humans. Hypergeometric analysis was used to analyze overrepresentation of genes in the E2 ubiquitin-conjugating and E3 ubiquitin ligase enzyme classes among genes at the intersection of the AIWG-P gene set and mouse orthologs of the HWG/BMI gene set. The universe was set at the total number of genes currently annotated in the SPP database (24703).

## Results

### Olanzapine treatment results in variation in weight gain in mice

Although all mice gained weight in response to olanzapine/HFD feeding, the extent of weight gain varied from ~1 g to ~7 g over the course of 14 days of treatment (Fig. 1A). We identified the five mice that gained the most weight (‘prone’, AIWG-P) and compared them with five mice at the other end of the spectrum that were ‘resistant’ to weight gain (AIWG-R). The average weight gain of the AIWG-P group was 6.3 g compared with 1.3 g in the AIWG-R group (Fig. 1B). Throughout the study, the AIWG-P mice ate approximately 0.5 g (19% more food) per day than the AIWG-R group (average ‘AIWG-P’ = 3.1 g/day vs ‘AIWG-R’ = 2.6 g/day) (Fig. 1C, D). After 14 days of treatment, the mice were sacrificed, and tissues dissected. As expected, AIWG-P mice had significantly higher gonadal white adipose fat mass (gWAT) (Fig. 1E) and greater liver mass (Fig. 1F) than the AIWG-R group.

**Fig. 1:**
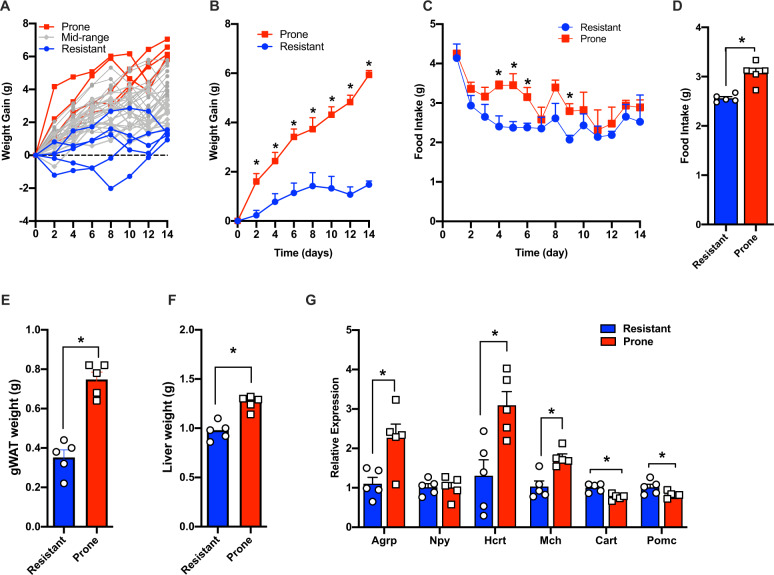
Weight gain and food intake in response to olanzapine treatment. **A**. Individual daily weight gain in all 40 mice. **B** Average weight gain. **C** Average daily food intake. **D** Average food intake across 14 days of treatment. **E** gWAT. **F** Liver weight. **G** Hypothalamic gene expression in top five most weight gain ‘prone’ mice and five most ‘resistant’ to weight gain. *p < 0.05 determined by students *t*-test and corrected with 2-stage set-up method of Banjamini Krieger and Yekutieli for multiple comparisons with FDR = 0.10. Data are expressed as mean ± standard error.

Given that olanzapine is known to induce orexigenic gene expression in the hypothalamus [15], we next compared hypothalamic expression of appetite-regulating genes in the AIWG-P and AIWG-R groups. Hypothalamic expression of *Agrp* (agouti-related neuropeptide), *Hcrt* (hypocretin neuropeptide precursor), and *Mch* (melanin-concentrating hormone) was strongly elevated in the AIWG-P cohort relative to the AIWG-R cohort. In contrast, expression of the anorexigenic genes *Pomc* (proopiomelanocortin) and *Cart* (cocaine and amphetamine-related transcript) was lower in the AIWG-P relative to the AIWG-R cohort (Fig. 1G).

We next prepared RNA from blood taken at baseline from individuals subsequently assigned to the AIWG-P and AIWG-R cohorts and conducted RNA sequencing (Fig. 2A). 

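Whole-blood RNA of 10 female C57BL/6J mice was sequenced, 5 of the AIWG-P cohort and 5 of the AIWG-R cohort, chosen from the 40 mice of the study by their later weight gain. The mice were bought at 9 weeks of age, blood was drawn after 7 days of acclimation, and a diet with 45% of its kcal from fat and 54 mg/kg olanzapine followed for 14 days. The paper states that the sequenced blood was baseline blood, and the samples are read that way here. The sample labels differ from this: their treatment field names the olanzapine diet, and their text describes blood from both the start and the end of the study and 3 days on the high-fat diet before the drug. Mice are named here by cohort and number (P1, P3, P5, P7 and P8 in AIWG-P; R1, R2, R4, R8 and R9 in AIWG-R). Each label also carries a number, which is 3 for P7, P8 and R1 and 4 for the other mice, and its meaning is not given in the sources used here. Libraries were prepared with TruSeq kits and run on an Illumina NovaSeq instrument, and reads were mapped to the mouse transcriptome with Bowtie2, counted per gene with RSEM and analyzed with limma. The submitters' processing notes name the same tools and the mm9 assembly. The table analyzed here holds 10431 genes with 1 normalized value per gene and mouse, and the lowest mean of any gene over the 10 mice was 14.5. How the values were normalized and which genes were left out beforehand is not given in the sources used here. The normalized values of a mouse summed to between 22353520 and 45642066 in AIWG-P (median 29197707) and between 16909806 and 30472510 in AIWG-R (median 24040578). Within each mouse all values lay within 0.02 of a whole multiple of one step, and these multiples summed to 24447563 to 32293924 per mouse in AIWG-P (median 28605818) and 23810098 to 28093845 in AIWG-R (median 26892031), which would be the depth if a step stood for 1 read. The globin genes *Hbb-bs*, *Hba-a2*, *Hba-a1* and *Hbb-bt*, of which the Hba pair and the Hbb pair may share reads, took 78.2 to 87.5% of the summed values in AIWG-P (median 82.9%) and 75.0 to 83.2% in AIWG-R (median 80.4%). The median value of a mouse lay between 142.9 and 145.7. For the comparison, log2 of the value plus 1 was fitted with limma with a mean-variance trend in the 10429 genes above 1 in at least 5 mice. A gene was counted as changed at an unadjusted *p* under 0.05 and a fold change above 1.25 either way, the thresholds of the paper's Results. For genes lower in AIWG-P the legend of Fig. 7 gives a fold change under 0.75, which was used as an alternative. Gene lists fixed before the deposited values were examined, most of them with the paper's gene sets at hand, were tested with camera at a preset inter-gene correlation of 0.01, and adjusted over the 29 lists by the method of Benjamini and Hochberg. An exact two-sided permutation test of 5 mice against 5 can give no *p* under 0.0079. In values simulated with the spread of these mice, 53.7% of genes changed 1.25-fold and 94% of genes changed 1.5-fold passed both thresholds. Each gene was drawn independently there, while genes of these mice move together.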

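Transcripts of the red cell membrane and cytoskeleton were higher in the baseline blood of the AIWG-P cohort than in that of the AIWG-R cohort, and transcripts that are retained in the nucleus were lower. Of 19 red cell membrane and cytoskeleton genes measured, 14 rose past both thresholds and none fell. *Rhag*, which encodes the Rh-associated glycoprotein, had the largest fold change of the genes that rose (2.37), with a normalized value of 25.1 ± 5.11 (SD, n = 5 mice) in AIWG-P and 11.0 ± 5.43 (SD, n = 5) in AIWG-R. *Kel*, the Kell blood group gene, *Epb42*, which encodes protein 4.2, and *Slc4a1*, which encodes the anion exchanger of the red cell, rose by fold changes of 1.87, 1.72 and 1.68. The list was higher as a set (camera, adjusted *p* = 1.48e-10, and adjusted *p* = 0.293 with an estimated correlation), and 14 of its genes had an adjusted *p* under 0.05 when adjusted over the list alone, against 0 over all genes. Its mean log2 value was higher by 0.586 (standard error 0.236; exact permutation *p* = 0.0238), and 4 of the 5 AIWG-P mice lay above all AIWG-R mice. Among 27 transcripts that are retained in the nucleus or sit in splicing speckles, 13 fell and none rose. The nuclear noncoding RNA *Malat1* had a value of 2258 ± 521 in AIWG-P and 4244 ± 1870 in AIWG-R (log2 fold change -0.85, standard error 0.23, and -0.44 with the mean of the red cell list as a covariate, which ended its call). *Srsf5* and *Srrm2*, which encode splicing factors, *Leng8* and the cyclin gene *Ccnl2* had log2 fold changes of -0.40, -0.53, -0.51 and -0.38. This list was lower as a set (camera, adjusted *p* = 1.04e-15, and adjusted *p* = 0.293 with an estimated correlation), with 19 genes at an adjusted *p* under 0.05 over the list alone and 0 over all genes. With the mean of the red cell list as a covariate, its adjusted *p* was 5.65e-11 in camera with the preset correlation. In that setting *Srsf5*, *Srrm2*, *Leng8* and *Ccnl2* kept their calls. Its mean log2 value differed by -0.363 (standard error 0.109), and all 5 AIWG-P mice lay below all AIWG-R mice (exact permutation *p* = 0.00794). When the lists were drawn up, 13 members of the first were known to be in the paper's AIWG-P gene set and 11 of the second in its AIWG-R gene set, which the study chose on these samples, so neither is independent evidence of its direction. In all, 423 genes rose and 337 fell past both thresholds, with a median fold change of 1.37 and 0.74, and in 125 of these 760 genes the 5 AIWG-P values did not overlap the 5 AIWG-R values. None had an adjusted *p* under 0.05 over all genes in limma, in which 1340 genes had an unadjusted *p* under 0.05. Of 100 splits of the mice into 5 and 5, the real one included, 9 gave as many as 760 genes, so chance is not excluded. Without R9, 265 genes rose, and without P3 or P5, 637 or 602 fell. With a stricter filter on low values 179 fell, and with globins left out of the library size 162 rose and 1212 fell. With the mean of the red cell list as a covariate, 132 genes rose and 244 fell, and with P8 and R9 both left out, an alternative chosen after seeing the data, 178 rose and 188 fell.

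**Figure D1:**
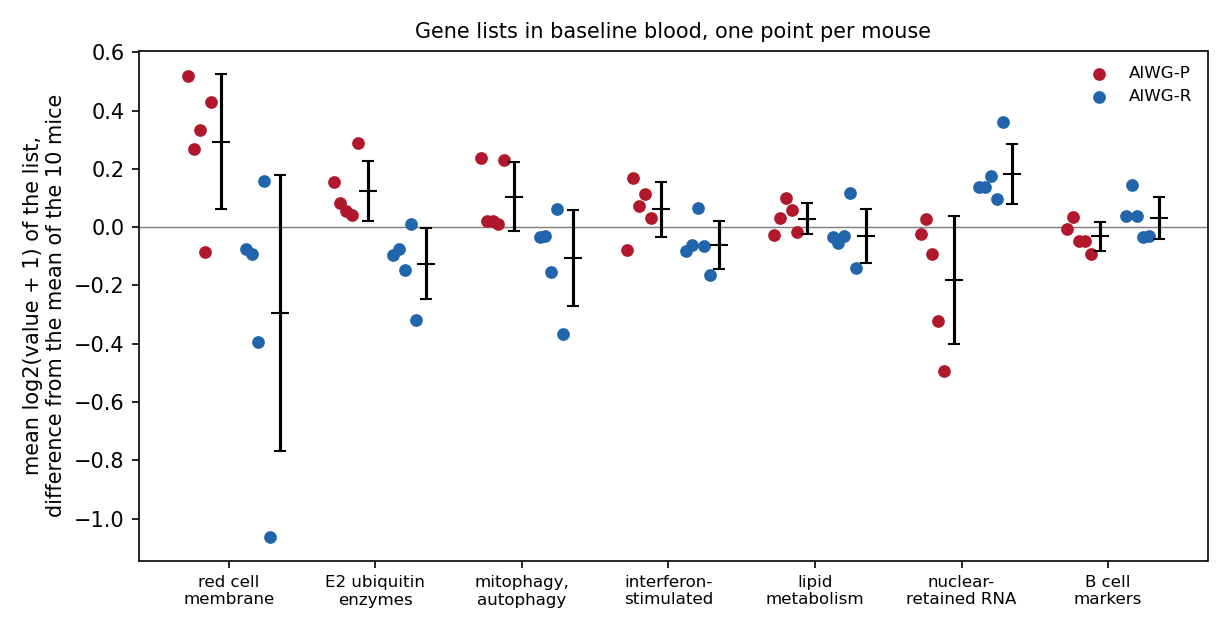
Mean log2(normalized value + 1) of 7 gene lists in each mouse, as the deviation from the mean of the 10 mice (vertical axis, log2 units); each point is 1 mouse of AIWG-P or AIWG-R, and black bars give the mean ± SD of 5 mice. For the nuclear-retained transcripts the AIWG-P mice lie between -0.494 and 0.028 and the AIWG-R mice between 0.098 and 0.36, and for the red cell list 4 AIWG-P mice lie above all AIWG-R mice.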

We identified 558 genes that were significantly differentially expressed (FC > ± 1.25, *p* < 0.05) at baseline between the AIWG-P and AIWG-R cohorts (Fig. 2B and Supplementary file section 2), of which 389 were elevated in AIWG-P > AIWG-R (AIWG-P gene set), and 169 were elevated in AIWG-R > AIWG-P (AIWG-R gene set). Panther Gene Ontology (GO) analysis [25] of the AIWG-P gene set indicated enrichment of genes mapping to a number of biological processes with known relevance to lipid metabolism (Fig. 3; Supplementary file section 3). For example, the overlapping porphyrin (GO:0006778; *q* = 8e-8) and tetrapyrole (GO:0033013; *q* = 3e-5) metabolic process pathways encompass genes encoding enzymes with characterized roles in energy metabolism, including *Hmox1* [26, 27], *Alas1*, and *Alad* [28]. Similarly, mitochondrial autophagy (GO:0000422; *q* < 4e-3) is a fundamental process in cellular energy metabolism that has been linked to a spectrum of signature disorders of the metabolic syndrome, including type 2 diabetes and obesity [29–32]. 

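Genes of lipid metabolism moved both ways between the cohorts. Of 33 measured, 5 were higher in AIWG-P (*Dgat2*, *Cd36*, *Abhd5*, *Acsl1* and *Adipor1*) and 3 were lower (*Lpl*, *Gpam* and *Scd2*). *Dgat2*, which encodes an enzyme of triglyceride synthesis, had a normalized value of 39.3 ± 8.79 (SD, n = 5) in AIWG-P and 21.7 ± 6.35 (SD, n = 5) in AIWG-R, a fold change of 1.80. *Cd36*, the fatty acid transporter gene, had a value of 517 ± 47.4 against 360 ± 98.0 (log2 fold change 0.56, standard error 0.17). *Abhd5*, whose product activates adipose triglyceride lipase, had a log2 fold change of 0.59 (standard error 0.17), and all 5 AIWG-P mice lay above all AIWG-R mice (exact permutation *p* = 0.00794). *Acsl1*, an acyl-CoA synthetase gene, and *Adipor1*, an adiponectin receptor gene, had fold changes of 1.36 and 1.42. *Lpl*, which encodes lipoprotein lipase, went the other way, with a value of 51.4 ± 15.6 in AIWG-P and 76.0 ± 6.00 in AIWG-R and all 5 AIWG-P mice below all AIWG-R mice. *Gpam*, which encodes an acyltransferase of glycerolipid synthesis, and *Scd2*, a fatty acid desaturase gene, had log2 fold changes of -0.67 and -0.33. As a set the list did not differ (camera, adjusted *p* = 0.449), and no gene in it had an adjusted *p* under 0.05 over the list alone or over all genes. *Acsl1*, *Adipor1*, *Gpam* and *Scd2* fell outside the rule for named genes and were chosen after their values were seen. *Acsl1* lost its call without P1, P3, P5, R4 or R9 (log2 fold change 0.26 without R9), *Adipor1* without P1, P8 or R9 (0.33 without R9) and under quantile normalization (0.18), and *Scd2* without P1, P7, P8, R1 or R2 (-0.23 without P8) and under quantile normalization (-0.31). Quantile normalization gives every mouse the same set of values, so it can shrink differences in the most abundant genes by construction. Under a fit with the mean of the red cell list as a covariate, *Acsl1* and *Adipor1* turned to log2 fold changes of -0.12 and -0.05, and of the 8 genes only *Abhd5* passed both thresholds.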

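In heme metabolism, 3 genes of heme synthesis and both biliverdin reductase genes were higher in AIWG-P blood, while *Alas1*, *Alad* and *Hmox1* did not pass the thresholds. Of 9 heme synthesis genes 3 rose and none fell. Among those that rose, *Urod*, the uroporphyrinogen decarboxylase gene, had a normalized value of 587.5 ± 128 (SD, n = 5) in AIWG-P and 389.3 ± 103 (SD, n = 5) in AIWG-R, a fold change of 1.53, and *Fech*, the ferrochelatase gene, had a fold change of 1.33. *Alas1*, which encodes the first enzyme of the pathway outside red cells, had a value of 110.7 ± 13.0 in AIWG-P and 116.8 ± 11.8 in AIWG-R (log2 fold change -0.08, standard error 0.11). *Alad* had a value of 52.1 ± 3.33 in AIWG-P and 54.3 ± 9.11 in AIWG-R (log2 fold change -0.05, standard error 0.13). The heme synthesis list did not differ as a set (camera, adjusted *p* = 0.126), and 2 of its genes had an adjusted *p* under 0.05 over the list alone, against 0 over all genes. Of 4 heme degradation genes, *Blvrb* and *Blvra* rose, with fold changes of 1.64 and 1.31, and the heme oxygenase genes did not. *Hmox1* had a value of 90.7 ± 17.1 in AIWG-P and 76.3 ± 21.1 in AIWG-R (log2 fold change 0.27, standard error 0.20; exact permutation *p* = 0.325), and *Hmox2* a log2 fold change of 0.15. The heme degradation list was higher as a set (camera, adjusted *p* = 0.00778, 0.0527 with the stricter filter and 0.293 with an estimated correlation). In it 2 genes passed the threshold over the list alone and 0 over all genes. Its mean was higher in all 5 AIWG-P mice than in any AIWG-R mouse, though narrowly (7.556 in P1 against 7.542 in R8). The paper's AIWG-P gene set, chosen on these samples, holds 3 heme synthesis and 2 heme degradation genes, so the lists are not independent evidence. *Fech* lost its call without P1, P3, P5, P8, R1, R4 or R9 (log2 fold change 0.27 without R9) and under quantile normalization (0.01), and *Blvra* without P7, P8 or R2 (0.28 without P8) and with the label number as a covariate, while heme synthesis passed as a set without P7 (adjusted *p* = 0.0399). The adjusted p of heme degradation was 0.144 with the red cell list as a covariate, in which *Fech*, *Urod* and *Blvrb* had log2 fold changes of -0.07, 0.06 and 0.02 and only *Blvra* of the genes that rose here passed both thresholds.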

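Genes of mitophagy and autophagy were mostly higher in the AIWG-P cohort: of 29 measured, 9 rose and 1, *Atg14*, fell. *Atg4a*, which encodes a protease that processes the autophagosome protein LC3, had a normalized value of 411.6 ± 72.7 (SD, n = 5) in AIWG-P and 258.3 ± 76.6 (SD, n = 5) in AIWG-R, a fold change of 1.63. *Wipi1*, which acts in the formation of autophagosomes, rose by a fold change of 1.53, and *Map1lc3b*, which encodes LC3B, by 1.45. *Tax1bp1*, an autophagy receptor gene, had a value of 2453 ± 210 in AIWG-P and 1915 ± 235 in AIWG-R (log2 fold change 0.36, standard error 0.10). *Bnip3l*, also known as Nix, the mitophagy receptor that clears mitochondria from maturing red cells, had a value of 24870 ± 5195 in AIWG-P and 17510 ± 4964 in AIWG-R (log2 fold change 0.53, standard error 0.21; exact permutation *p* = 0.0476). The outer mitochondrial membrane gene *Fundc2* and the LC3-related *Gabarapl2* had fold changes of 1.34 and 1.38. *Atg14*, which encodes a subunit of an autophagy kinase complex and was chosen for naming after its values were seen, had a value of 52.2 ± 11.2 in AIWG-P and 65.6 ± 6.56 in AIWG-R. The list was higher as a set (camera, adjusted *p* = 2.68e-05, and adjusted *p* = 0.294 with an estimated correlation), and 2 genes had an adjusted *p* under 0.05 over the list alone, against 0 over all genes. The mean of the list was higher by 0.208 log2 units (standard error 0.091; exact permutation *p* = 0.0317). Of its members, 9 were known to be in the paper's AIWG-P gene set when the list was drawn up. *Bnip3l* lost its call without P1 or R9 and under quantile normalization (log2 fold change 0.15 under the latter), *Gabarapl2* without P1, R4 or R9 and under quantile normalization (0.25), *Tax1bp1* without R9 (0.30) and under quantile normalization (0.28), and *Fundc2* and *Atg14* without most single mice, P8 among them (0.30 and -0.28). For a gene as abundant as *Bnip3l*, quantile normalization can shrink a difference by construction. The mean of the red cell list was also higher in AIWG-P, and with it as a covariate the adjusted p of the mitophagy list was 0.523 and the log2 fold change of *Bnip3l* -0.01, and only *Atg14* of the genes named here passed both thresholds.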

Of particular interest given the well-characterized connection between immunity, inflammation and obesity [33, 34] was the enrichment for the immune system (GO:0002376; *q* < 1e-2) process (Fig. 3).

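Among immune genes, interferon-stimulated genes, inflammatory genes and monocyte and neutrophil markers were higher as sets in AIWG-P by camera with the preset correlation. No list of lymphocyte markers passed that test in the main fit. None of these lists passed with an estimated correlation. Their means missed the exact permutation test as well (*p* = 0.0794, 0.103, 0.135 and 0.214, in the order named). Of 54 interferon-stimulated genes measured, 9 rose, none fell, and 38 had a positive log2 fold change. *Isg15*, a ubiquitin-like modifier induced by interferon, had a normalized value of 1633 ± 499 (SD, n = 5) in AIWG-P and 990 ± 353 (SD, n = 5) in AIWG-R, a fold change of 1.69. *Ifitm2*, an interferon-induced membrane protein gene that may share reads with *Ifitm3*, had a value of 554 ± 77.0 against 354 ± 76.5 (log2 fold change 0.66, standard error 0.15). *Parp12*, another interferon-stimulated gene, had a fold change of 1.29. The list was higher as a set (camera, adjusted *p* = 0.000665, and adjusted *p* = 0.312 with an estimated correlation), with 1 gene past an adjusted p of 0.05 over the list alone and 0 over all genes, and 10 of its members were known to be in the paper's AIWG-P gene set. Its mean log2 value was higher by 0.122 (standard error 0.056), a difference that did not pass the exact permutation test (*p* = 0.0794). With the red cell list as a covariate the adjusted p of the list was 7.99e-05, while the number of its genes past both thresholds was 2 and the log2 fold change of *Isg15* was 0.11, and this number was 4 without P8 or without R9 and 5 without P3. Of 28 inflammatory cytokine and NF-kB target genes, only *Jund* and *Nfkbib* rose. The AP-1 gene *Jund* had a value of 2003 ± 176 in AIWG-P and 1555 ± 349 in AIWG-R, a fold change of 1.31, and *Nfkbib*, which encodes an inhibitor of NF-kB, had a fold change of 1.27. *Socs3* and *Birc3* had log2 fold changes of 0.27 and -0.19 and did not reach the fold threshold. The inflammatory list was higher as a set (camera, adjusted *p* = 0.00889, and adjusted *p* = 0.391 with an estimated correlation), with 0 genes past the threshold over the list alone, and its adjusted p was 0.523 with the red cell list as a covariate and 0.11 without R9. Monocyte markers were higher (camera, adjusted *p* = 0.00967, and adjusted *p* = 0.391 with an estimated correlation), with *Cd68* and *Clec4a3* the 2 of 16 that rose, by fold changes of 1.29 and 1.28. Neutrophil markers were higher (camera, adjusted *p* = 0.017, and adjusted *p* = 0.486 with an estimated correlation), but *Ngp*, a granule protein gene, was the only 1 of 13 that rose, and *S100a8* had a log2 fold change of 0.50 (standard error 0.23; exact permutation *p* = 0.119). The monocyte call was lost without P7 (adjusted *p* = 0.118) or R9 (adjusted *p* = 0.0515), and the neutrophil call without P3, R2, R4, R8 or R9 (adjusted *p* = 0.0916 without P3), with the stricter filter (0.102), and with the label number (0.062) or the red cell list (0.366) as a covariate. In the main fit, lists of B cell markers (14 genes, adjusted *p* = 0.155), T cell markers (18 genes, adjusted *p* = 0.127) and NK cell markers (12 genes, adjusted *p* = 0.725) did not pass the camera test. For B cell markers it was 2.15e-05 under quantile normalization and 0.0229 with globins left out of the library size. For T cell markers it was 0.0144 without P3, 0.0208 without R9 and 0.0302 with the red cell list as a covariate. *Ncr1*, which encodes an activating receptor of NK cells, was the only member of these lists past both thresholds, with a log2 fold change of -0.38, and the B cell gene *Cd22* had a log2 fold change of -0.23, within the fold threshold. Of the genes named, *Jund* lost its call without R9 (log2 fold change 0.26), *Nfkbib* without P3, P8, R1 or R8 (0.28 without P8), *Ncr1* without R8 (-0.32), *Parp12* without P3 or P7 (0.31), *Cd68* and *Ngp* without P8 or R9 (0.27 and 0.59 without R9) and *Clec4a3* without P8, R1 or R9 (0.27 without R9), and *S100a8* passed without P5 or R1 (0.76 without R1); with the red cell list as a covariate only *Ifitm2*, *Parp12*, *Nfkbib* and *Ncr1* passed.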

**Fig. 2:**
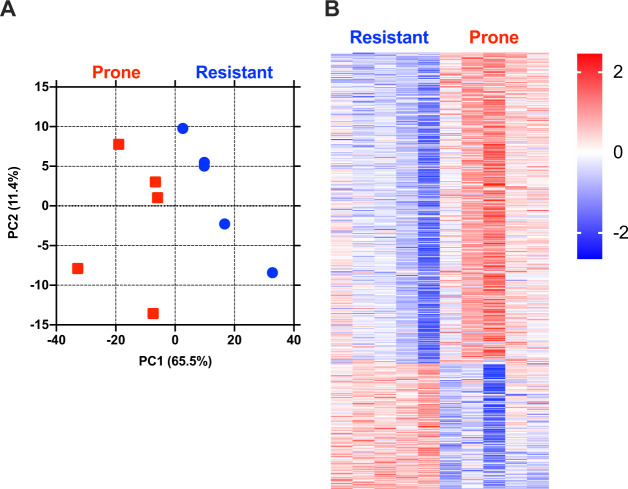
RNA sequencing analysis displays differential gene expression between ‘prone’ and ‘resistant’ cohorts. **A**. Principal component analysis. **B** Heat map of differentially expressed genes between cohorts.

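The first principal component of all 10429 genes held 38.4% of the variance and was set mainly by P8, an AIWG-P mouse. P8 had a score of 47.7 on this component, and the other 9 mice had scores from -20 to 10.9, so that the cohorts were not separated by it (exact permutation *p* = 0.159). The second component held 11.6% of the variance. On the 760 genes past both thresholds, the first component held 64.3% and the second 12.3%. All 5 AIWG-P mice had positive scores on this first component and all 5 AIWG-R mice negative ones (exact permutation *p* = 0.00794), from 16.4 in P8 to -15 in R9. This separation is fixed by the choice of the genes, since they were called on the same 10 mice. Genes of the red cell list, such as *Rhag* and *Kel*, and nuclear-retained transcripts, such as *Malat1*, are among them. Without P8 the first component held 23.3% of the variance of all genes.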

**Fig. 3:**
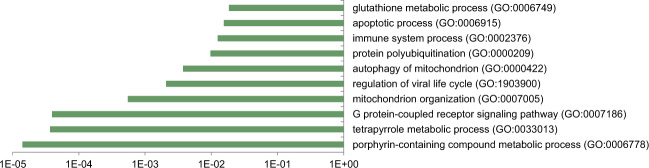
PANTHER Gene Ontology analysis of the AIWG-P gene set. Shown are terms with *q* < 0.05; full numerical data are provided in Supplementary file section 3. No significantly overrepresentation terms were identified in the AIWG-R gene set.

### AIWG transcriptional regulatory networks are enriched for immunomodulatory and inflammatory signaling nodes

Although the Panther GO analysis illuminated processes in which AIWG-P genes were functionally involved, it was much less informative on the extent to which genes in the AIWG-P and AIWG-R sets had common upstream transcriptional regulators. The Signaling Pathways Project (SPP) curates archived ‘omics’ datasets to compute consensus-regulatory signatures, or consensomes, which rank genes based on measures of the strength of their transcriptional regulatory relationships with specific upstream signaling pathway nodes [22]. As such, SPP represents a reduced-bias environment within which to identify high-confidence transcriptional targets (HCTs) of these nodes. We recently described HCT intersection analysis, in which we computed coronavirus infection HCTs against human signaling node HCTs to identify candidate host pathways mediating the transcriptional response to CoV infection [23]. To gain insight into signaling pathway nodes whose gain or loss of transcriptional function contributes to AIWG, we next applied HCT intersection analysis to compute intersections between the AIWG-P and AIWG-R gene sets and HCTs for mouse signaling pathway nodes. We interpreted the extent and significance of these intersections as evidence for loss or gain of function of signaling nodes in weight gain proneness or resistance.

Figure 4 shows node HCT intersections (*q* < 0.01) with the AIWG-P and AIWG-R gene sets; the full set of intersections is provided in Supplementary file section 4. All *q*-values cited in the following section were generated using the R GeneOverlap package as previously described [23]. Strikingly, node HCT intersections were strictly partitioned between the AIWG-P and AIWG-R gene sets such that no nodes had HCT intersections with both gene sets. Consistent with the Panther GO analysis (Fig. 3), and the well-documented evidence connecting inflammation, the immune system, and metabolic disease [29, 31, 32, 35], we observed HCT intersections for numerous immunomodulatory and inflammatory nodes that were specific to the AIWG-P gene set. The two most robust AIWG-P intersections were for Tal1/SCL (2e–48) and Gata1 (1e–36), which play critical roles in the development of hematopoietic lineages with fundamental roles in immune processes [36, 37]. Other prominent immunomodulatory nodes with AIWG-P intersections included members of the AP-1 (21339212; Jun, 4e-7; Jund, 4e-4; Fos, 7e-3), interferon-regulatory ([38]; Irf1, 7e-3; Irf9, 2e-2; Irf2, 4.9e-2), STAT ([38]; Stat2, 2e-2; Stat3, 3e-2; Stat1, 3e-2), C/EBP ([39]; Cebpa, 3e-4; Cebpb, 6e-3; Cebpd; 2e-2), and SMAD ([40]; Smad1, 3e-2) transcription factor families. Given the wealth of studies connecting circadian rhythms and metabolic dysfunction, and our recent observations of the importance of circadian rhythms in AIWG [41], we were interested to note significant intersections of the AIWG-P gene set with HCTs of several transcription factors with characterized roles in circadian biology, including Nr3c1/GR (*q* = 5e-3; [42]), MAX (4e-2 [43]), and members of the estrogen-related receptor (Esrra, *q* = 4e-4, Esrrb, 2.4e-2 [44]) and C/EBP (Cebpa, 3e-4; Cebpb, 6e-3; Cebpd, 2e-2; [45]) families.

**Fig. 4:**
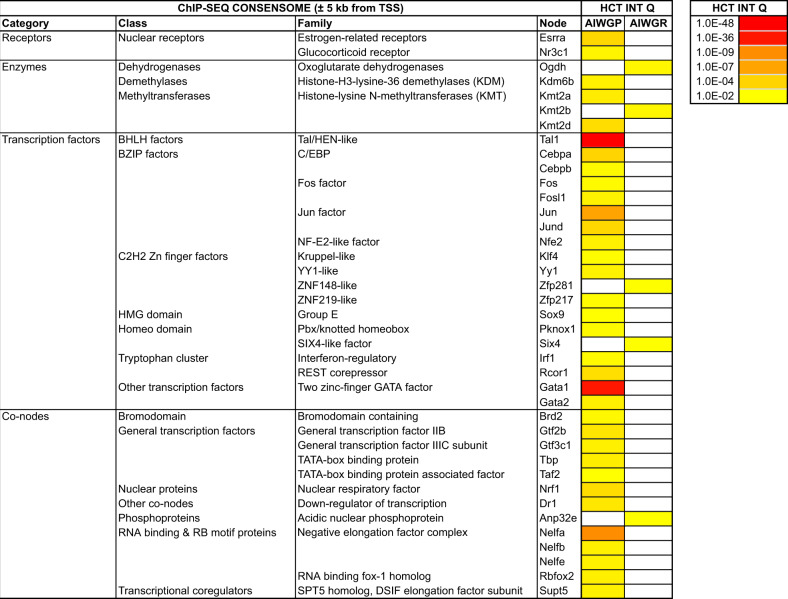
ChIP-Seq high-confidence transcriptional target (HCT) intersection analysis of the AIWG-P and AIWG-R gene sets and mouse signaling nodes. *q*-values were generated using the GeneOverlap analysis package in R as previously described (Ochsner et al. 2020) [23]. White cells represent *q* > 5e-2 intersections. Shown are *q* < 0.01 intersections; full numerical data are provided in Supplementary file section 4. The universe for the intersection was set at a conservative estimate of the total number of transcribed genes in the mouse genome (30,000; [71]).

### Candidate drivers of AIWG transcriptional programs are enriched for genes supporting body fat mass and weight gain in mice

As candidate transcriptional modulators of AIWG, we next hypothesized that nodes with *q* < 0.05 HCT intersections with the AIWG-P gene set would be enriched for genes whose disruption was associated with underweight or slow weight gain phenotypes in mice. To investigate this further, we assembled a list of genes that (i) were annotated by the Monarch [46], IMPC [47], or MMPC [48] initiatives to the Mammalian Phenotype Ontology phenotypes “decreased total body fat mass (DBFM)” or “slow postnatal weight gain (SPWG)” (Supplementary file section 5). Consistent with their potential participation in signaling pathways mediating AIWG, we found that nodes with significant (*q* < 0.05) HCT intersections with the AIWG-P gene set were robustly enriched (20/59; OR, 3.0, *p* = 9.7e-7) for genes whose disruption is associated with either of the two phenotypes (Fig. 5; Supplementary file section 4, DBFM/SPWG column).

**Fig. 5:**
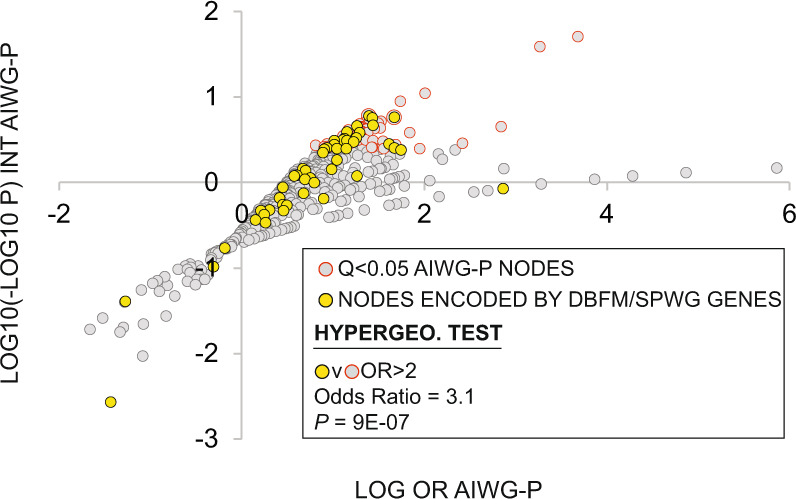
Pathway nodes driving predisposition to AIWG are enriched for nodes required for body fat and postnatal weight gain in mice. In total, 699 pathway nodes included in the AIWG-P HCT intersection analysis (Supplementary file section 4) were plotted as log odds ratio (log OR) against log10(-log10 P). A double-log procedure was required due to the large *p*-value range. Nodes with significant (*q* < 0.05) HCT intersections with the AIWG-P gene set are colored gray with an orange border. Nodes with nonsignificant (*q* > 0.05) intersections with the AIWG-P gene set are colored gray. A hypergeometric test was performed on the overrepresentation in the *q* < 0.05 nodes of nodes encoded by genes in the DBFM/SPWG gene set, indicated in yellow. Refer to the Supplementary file for the specific intersecting nodes (section 4) and the list of annotated DBFM/SPWG genes (section 5). Box acronyms: INT, intersection; OR, odds ratio; *p, p*-value of hypergeometric test.

### Cross-species markers of AIWG predisposition are classical antiviral inflammatory effectors with conserved upstream-regulatory nodes

We next wished to determine whether the pathways driving AIWG are conserved between mice and humans. To do this, we compared our blood AIWG-P gene set with a set of 155 genes that were significantly differentially expressed in baseline blood between two groups of subjects segregated on the basis of AIWG-P vs AIWG-R after three months of antipsychotic treatment [20] (Supplementary file section 6). We identified four transcripts in common between the mouse AIWG-P gene set and human AIWG-P FC > 1.25 genes, namely, *Rhd, Ifit1*, *Ifitm3*, and *Rsad2* (OR = 3.2 *p* = 0.04, hypergeometric test; Table 1). 

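*Rhd*, *Rsad2* and *Ifitm3* rose past both thresholds in the AIWG-P cohort, and *Ifit1* did not. *Rhd*, the gene of the Rh antigen, had a normalized value of 61.9 ± 10.4 (SD, n = 5) in AIWG-P and 36.1 ± 16.0 (SD, n = 5) in AIWG-R, a fold change of 1.83 (exact permutation *p* = 0.0238). *Rsad2*, which encodes viperin, had a value of 11890 ± 1916 in AIWG-P and 7837 ± 2461 in AIWG-R, a log2 fold change of 0.65 with a standard error of 0.21 (exact permutation *p* = 0.0238). *Ifitm3*, an interferon-induced membrane protein gene, had a value of 683 ± 121 in AIWG-P and 544 ± 91.6 in AIWG-R, a log2 fold change of 0.33 with a standard error of 0.14 (exact permutation *p* = 0.0635). *Ifit1*, which encodes an interferon-induced RNA-binding protein, had a value of 251 ± 39.3 in AIWG-P and 197 ± 60.3 in AIWG-R, a log2 fold change of 0.39 with a standard error of 0.18 (exact permutation *p* = 0.119). As a set the 4 genes were higher (camera, adjusted *p* = 0.000665, and adjusted *p* = 0.293 with an estimated correlation), with 3 past an adjusted p of 0.05 over these genes alone and 0 over all genes; the study chose them on these samples, so this is not independent evidence of their direction. Of the 84 genes that the paper's supplement lists as higher in human AIWG-P, 28 could be matched by symbol to genes tested in mice, and 4 of these rose in the mice, namely *Adora3*, *Ifitm3*, *Rhd* and *Rsad2*, where 1.14 would be expected by chance. The odds ratio was 3.97 (95% confidence interval 1.00 to 11.63; one-sided Fisher's exact test, *p* = 0.0253). Fisher's test treats genes as independent, and this overlap was not set against splits of the mice, so it does not exclude chance. *Adora3*, an adenosine receptor gene, had a fold change of 1.52, and *Vasn*, which is on the same human list, fell, with a log2 fold change of -1.13; both were chosen for naming after their values were seen, and *Adora3* lost its call without P1, P7, P8, R2, R4 or R8 (*p* = 0.105 without P1), with the label number as a covariate and in the authors' deposited statistics (*p* = 0.0557). With the red cell list as a covariate none of the 3 cross-species genes outside that list (*Rhd* belongs to it) passed both thresholds, and under quantile normalization only *Rhd* of the 4 did. *Ifitm3* lost its call without P7, P8, R1, R8 or R9 (log2 fold change 0.23 without R9) and with the label number as a covariate (0.28), *Ifit1* passed both thresholds without P1, R4 or R8 (0.53 without R8), and the overlap missed the test without P3, P5, P7, P8, R1, R2 or R8, with an odds ratio of 1.82 without P7 and 6.87 without P1.

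**Figure D2:**
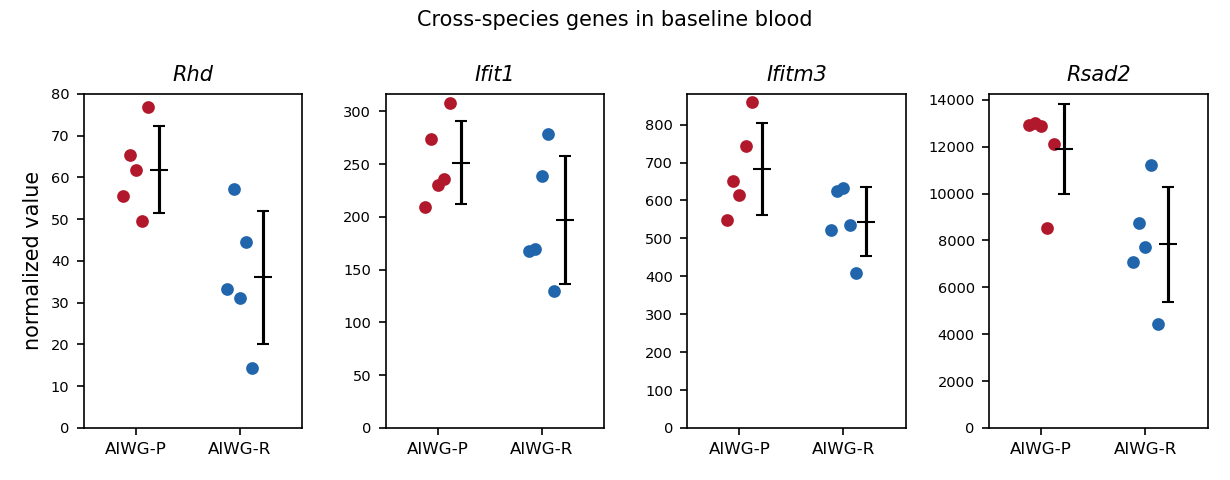
Normalized values (vertical axes) of *Rhd*, *Ifit1*, *Ifitm3* and *Rsad2* in each mouse of the AIWG-P and AIWG-R cohorts; each point is 1 mouse, and bars give the mean ± SD of 5 mice. The *Rhd* values average 61.9 in AIWG-P and 36.1 in AIWG-R, and the 2 cohorts overlap in each of the 4 genes.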

*Rhd* encodes the highly immunogenic erythrocyte Rh factor antigen of the Rh blood group system [49]. The three other genes—*Ifit1*, *Ifitm3*, and *Rsad2* (Viperin)—are classic interferon-inducible effectors that oppose DNA and RNA virus infection through a variety of mechanisms, including disruption virus entry [50] and inhibition of viral replication [51–53]. Interestingly, adipose tissue expression of *Rsad2* is increased in obesity and its genetic ablation results in decreased fat mass due to increased thermogenesis [54].

**Table 1:** Candidate biomarkers of AIWG in mouse and human studies.

		FC Pr/Res (*p* < 0.05)	
Symbol	Name	Mouse	Human
*Ifit1*	Interferon Induced Protein With Tetratricopeptide Repeats 1	1.32	1.72
*Ifitm3*	Interferon-induced transmembrane protein 3 (IFITM3)	1.25	1.28
*Rhd*	Rh blood group, D antigen	1.94	1.45
*Rsad2*	Radical S-Adenosyl Methionine Domain Containing 2	1.54	2.56

Four genes (*IFIT1, IFITM3, RHD and RSAD2*) are elevated in AIWG-P individuals relative to AIWG-R individuals.

Given that expression levels of these four transcripts were conserved between mice and humans with respect to predisposition to AIWG-P, we speculated that their upstream signaling nodes would be similarly conserved. Figure 6 compares percentile rankings of the four cross-species’ AIWG-P genes in human and mouse ChIP-Seq consensomes for which at least one of both the human and mouse orthologs is a HCT (the full list of percentile rankings for all four genes is in Supplementary file section 7). This *in silico* analysis also recapitulates previous in vitro studies identifying transcriptional regulatory connections between Stat2 and *Ifit1* [55], Stat1 and *Rsad2* [56], and Tal1, Gata1, and *Rhd* [57]. We observed striking cross-species conservation of the regulatory relationships of the four genes with several of the key immunomodulatory nodes previously identified in the HCT intersection analysis. Moreover, we noted a clear demarcation between the nodes conserved upstream of the canonical interferon-stimulated genes *Ifit1*, *Ifitm3*, and *Rsad2* on the one hand, and *Rhd* on the other. Specifically, nodes upstream of the conserved interferon-stimulated genes comprised members of the STAT and interferon-regulatory families. This was in sharp contrast to the close cross-species-regulatory relationship of *Rhd* with Tal1 and Gata1, which is consistent with the genomic co-occupancy of these factors [58], as well as their fundamental requirement in the development of hematopoietic lineages [36, 37].

**Fig. 6:**
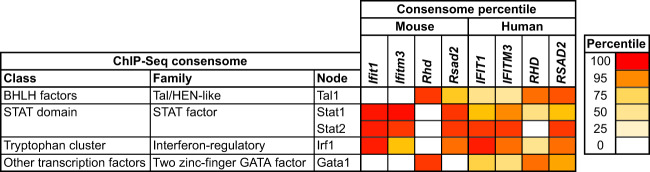
Transcriptional regulatory relationships between cross-species AIWG-P genes and immunomodulatory transcription factors are highly conserved between mice and humans. Shown are percentile rankings of the four cross-species AIWG-P genes in human and mouse ChIP-Seq consensomes for which at least one of both the human and mouse orthologs is a HCT. Refer to the Supplementary file for the human AIWG-P and AIWG-R gene sets (section 6) and the full list of mouse and human percentile rankings for the four genes (section 7).

### Cross-species markers of AIWG are specific to drug-induced weight gain and are not markers of predisposition to diet-induced weight gain

To determine if the levels of these four genes were specific predictors of drug or diet-induced weight gain, we conducted an additional control study in mice. We analyzed blood-based gene expression of these four genes before exposure to HFD for two weeks (Supplemental Fig. 1A). Mice exposed to HFD for two weeks gained between 2.9 g and 10.8 g each, with the HFWG-P group gaining an average of 9.5 ± 0.86 and HFWG-R group gaining just 4.9 ± 1.34 (Supplemental Fig. 1B). Importantly, there were no significant differences in gene expression of *Ifit1*, *Ifitm3*, Rd, or *Rsad2* in baseline blood samples between these two groups (Supplemental Fig. 1C), suggesting that these genes are specifically markers of drug-induced weight gain and not diet-induced weight gain.

### Conservation of immunomodulatory transcriptional networks predisposing to AIWG-P in mice and to weight gain and elevated body mass index in humans

The conservation of AIWG-P genes and their transcriptional regulators in the context of the mouse and human AIWG studies led us to consider whether the AIWG-P transcriptional regulatory network might be more broadly conserved in whole-body fat metabolism in humans. To investigate this further we retrieved a set of 157 human genes whose expression levels in blood were shown to have a strong positive correlation with weight and body mass index (BMI) in humans (designated HWG/BMI genes; Supplementary file section 8; [59]). Consistent with the connection between the AIWG-P gene set and downstream inflammatory processes (Fig. 3), pathway analysis of this gene set had indicated enrichment of inflammatory genes [59]. When we overlaid mouse orthologs of the HWG/BMI genes on the AIWG-P and AIWG-R gene sets, the high degree of overlap of mouse orthologs of the HWG/BMI genes with the AIWG-P gene set (40/157; OR = 30, *p* = 5e-41) was in striking contrast to the complete absence of overlap with the AIWG-R gene set (0/169; *p* = 1) (Fig. 7A; Supplementary file section 2, column “Mm HWG/BMI”). 

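Mouse orthologs of the HWG/BMI genes were mostly higher in the AIWG-P cohort. Of 141 orthologs tested, 108 had a positive log2 fold change (median 0.16), 44 rose past both thresholds where 5.72 would be expected by chance, and 1 fell. The odds ratio for the genes that rose was 11.86 (95% confidence interval 7.98 to 17.37; one-sided Fisher's exact test, *p* = 1.33e-27), but 7 of 100 splits of the mice into 5 and 5, the real one included, gave one as high, so chance is not excluded. *Yipf6*, which encodes a Golgi membrane protein, was the ortholog that fell, with a normalized value of 115.5 ± 14.1 (SD, n = 5) in AIWG-P and 150.8 ± 13.1 (SD, n = 5) in AIWG-R, and the odds ratio for the genes that fell was 0.21 (one-sided Fisher's exact test, *p* = 0.991). All 40 genes of Table 2 were among those that rose (camera, adjusted *p* = 1.67e-24, and adjusted *p* = 0.293 with an estimated correlation; 40 past an adjusted p of 0.05 over the list alone and 0 over all genes), but the study chose them on these samples, so this is not independent evidence of their direction. *Car2*, which encodes a carbonic anhydrase abundant in red cells, had a value of 2976 ± 696 in AIWG-P and 1862 ± 678 in AIWG-R, a fold change of 1.67. *Dnaja4*, a heat shock cochaperone gene, had a log2 fold change of 0.64 (standard error 0.14), with all 5 AIWG-P mice above all AIWG-R mice (exact permutation *p* = 0.00794), and *Ctsb*, which encodes the lysosomal protease cathepsin B, had a fold change of 1.39. The 4 further orthologs that rose were *Elof1*, *Riok3*, *Selenok* and *Srrd*, with log2 fold changes of 0.34, 0.39, 0.42 and 0.48, and these and *Yipf6* were chosen for naming after their values were seen. Outside the erythroid lists, 31 of 124 orthologs rose and the median log2 fold change was 0.15. *Elof1*, *Riok3*, *Selenok* and *Srrd* each lost the call without P1, without R4 and without R9 (log2 fold changes of 0.35, 0.25, 0.33 and 0.37 without R9), and without R9, P1 or R4 the orthologs that rose numbered 20, 25 or 28, with an odds ratio of 6.78 without R9. For *Elof1* the log2 fold change was not smaller without R9, and its call was lost on the *p* in limma (0.0584). No ortholog outside the red cell list rose past both thresholds with that list as a covariate. From its data on these gene sets and on their upstream nodes, the paper concludes that pathways of inflammation and immunomodulation that contribute to weight gain and BMI are strongly conserved between the species.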

As shown in Table 2, genes common to the AIWG-P and HWG/BMI gene sets map to a broad range of functional categories, classes, and families annotated according to SPP convention as previously described. 

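Genes for E2 ubiquitin-conjugating enzymes and some E3 ligases were higher in the AIWG-P cohort. Of 28 E2 genes measured, 10 rose and none fell, and the mean log2 value of the list was higher by 0.25 (standard error 0.071), with all 5 AIWG-P mice above all AIWG-R mice (exact permutation *p* = 0.00794). *Ube2f*, an E2 for the ubiquitin-like protein NEDD8, had a normalized value of 498 ± 63.1 (SD, n = 5) in AIWG-P and 334 ± 53.6 (SD, n = 5) in AIWG-R. *Ube2h* had a value of 1181 ± 163 in AIWG-P and 928 ± 43.1 in AIWG-R, a fold change of 1.26. The mitotic E2 gene *Ube2c* and *Ube2b* had fold changes of 1.64 and 1.54. The E2 list was higher as a set (camera, adjusted *p* = 5.56e-09, and adjusted *p* = 0.293 with an estimated correlation), and 2 genes had an adjusted *p* under 0.05 over the list alone, against 0 over all genes. The odds ratio for E2 genes among the genes that rose was 13.44 (95% confidence interval 5.5 to 30.89; one-sided Fisher's exact test, *p* = 7.38e-08), and 9 of the E2 genes were known to be in the paper's AIWG-P gene set. Fisher's test treats genes as independent, and this odds ratio was not set against splits of the mice, so it does not exclude chance. Table 2 assigns 6 genes to the E2 and E3 classes, *Ube2f*, *Ube2h*, *Mkrn1*, *Marchf8*, *Trim10* and *Trim58*, and all 6 rose (camera, adjusted *p* = 7.97e-07, and adjusted *p* = 0.293 with an estimated correlation), which is not independent evidence since the study chose them on these samples. The E3 ligase gene *Mkrn1* had a value of 47670 ± 9241 in AIWG-P and 33380 ± 8013 in AIWG-R. *Trim10* and *Trim58*, E3 ligase genes expressed in red cell precursors, and *Marchf8* had log2 fold changes of 0.72, 0.52 and 0.40. *Fbxo7* and *Rnf10*, which also encode parts of ubiquitin ligases, had fold changes of 1.46 and 1.38. *Ube2h* lost its call without P8 (log2 fold change 0.26), *Mkrn1* without P1 (0.47), *Marchf8* without R9 (0.31) and *Rnf10* without P1, P5, P8, R4 or R9 (0.28 without R9), and under quantile normalization *Ube2h* (0.31), *Mkrn1* (0.12) and *Rnf10* (0.11) lost theirs. For a gene as abundant as *Mkrn1*, quantile normalization can shrink a difference by construction. With the red cell list as a covariate, the adjusted p of the 6 genes of Table 2 was 0.0655 and that of the E2 list 0.00182, *Trim10* and *Rnf10* both turned to a log2 fold change of -0.08, and no gene named in this paragraph passed both thresholds.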

Of particular note, given known connections between the ubiquitin–proteasome system, innate immunity and obesity [60–62] is the substantial overrepresentation (6/40; OR = 11.4, *p* = 1e-5, hypergeometric test) of genes encoding enzymes in the E2 ubiquitin-conjugating and E3 ubiquitin ligase classes.

**Fig. 7:**
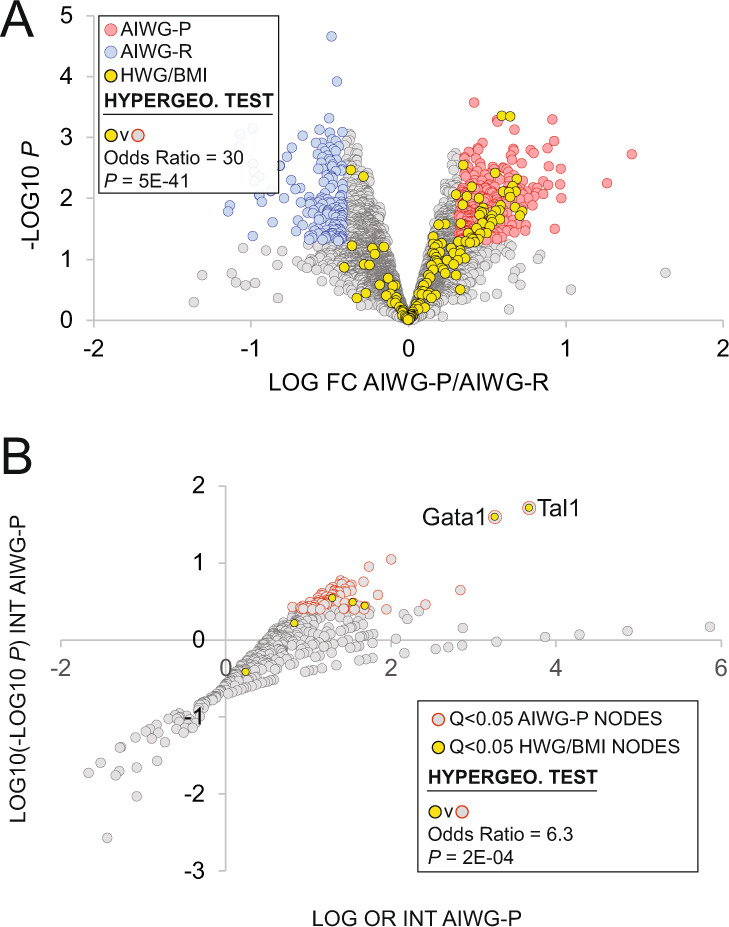
Conservation of immunomodulatory pathways supporting AIWG in mice and weight gain and elevated body mass index in humans. **A**. Volcano plot of differential gene expression between AIWG-P and AIWG-resistant mice. The AIWG-P gene set (AIWG-P/AIWG-R FC > 1.25, *p* < 0.05) is indicated in red and the AIWG-R gene set (AIWG-P/AIWG-R FC < 0.75, *p* < 0.05) is indicated in blue. *p* > 0.05 genes are colored gray. A hypergeometric test was performed on the overrepresentation in the AIWG-P gene set of mouse orthologs of the human HWG/BMI gene set, indicated in yellow. Refer to the Supplementary file for the specific intersecting genes (section 2, Mm HWG/BMI column) and the full human HWG/BMI gene set (section 8). Box acronyms: INT, intersection; OR, odds ratio; *p, p*-value of hypergeometric test. **B** In total, 699 pathway nodes included in the AIWG-P HCT intersection analysis (Supplementary file section 4) were plotted as log odds ratio (log OR) against log10(-log10 P). A double-log procedure was required due to the large *p*-value range. Nodes with significant (*q* < 0.05) HCT intersections with the AIWG-P gene set are colored gray with an orange border. Nodes with nonsignificant (*q* > 0.05) intersections with the AIWG-P gene set are colored gray. A hypergeometric test was performed on the overrepresentation in the *q* < 0.05 nodes of mouse orthologs of nodes with significant (*q* < 0.05) HCT intersections with the human HWG/BMI gene set, indicated in yellow. Refer to the Supplementary file for the specific intersecting nodes (section 4), the full HWG/BMI gene set (section 8), and the full results of the human HCT intersection analysis of the HWG/BMI gene set (section 9). Box acronyms: INT, intersection; OR, odds ratio; *p, p*-value of hypergeometric test.

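The genes that fell furthest in AIWG-P, among those with a mean above the median of all genes, were *Gm4759*, *Malat1*, *Mdm4*, *Zbtb20* and *2610005L07Rik*. *Gm4759* had a normalized value of 170.5 ± 104 (SD, n = 5) in AIWG-P and 282.1 ± 57.0 (SD, n = 5) in AIWG-R (log2 fold change -0.96, standard error 0.38). *Mdm4*, a regulator of p53, and *Zbtb20*, a transcriptional repressor gene, had log2 fold changes of -0.75 (standard error 0.29) and -0.73 (standard error 0.24), and *2610005L07Rik* one of -0.67 (standard error 0.23). Without P8 the log2 fold changes of *Gm4759*, *Mdm4* and *2610005L07Rik* were -0.60, -0.45 and -0.44, still past both thresholds, with the red cell list as a covariate none of the 5 genes passed, and without P7 or without R9, *Gm4759* (-0.85 and -0.86) and *Mdm4* (-0.69 and -0.67) did not pass. By the same rule, *Epb42*, *Slc4a1*, the interferon-stimulated *Isg15* and the peroxiredoxin-like gene *Prxl2a*, which had a fold change of 1.68, were among the genes that rose furthest. *Zfp512b*, a zinc finger gene named after its values were seen, had the lowest p of all genes, with a value of 200.9 ± 6.65 in AIWG-P and 283.5 ± 20.4 in AIWG-R, and its adjusted p in limma was 0.256. With a fold change under 0.75 as the threshold for genes lower in AIWG-P, which the legend of Fig. 7 gives, 196 genes fell. At an unadjusted *p* under 0.05 alone, 702 genes were higher and 638 lower, together 12.8% of the genes tested. The values of the 2 cohorts did not overlap in 266 genes, or 2.55% of those tested, where chance gives 0.79% on average over all splits of the mice. Genes move together, so a single split can lie far from such an average, and neither share excludes chance. Of 100 splits, the real one included, 9 gave as many genes past both thresholds as the cohorts.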

**Table 2:** Functional categorization of genes in common between the mouse AIWG-P gene set and the human HWG/BMI gene set.

Category	Class	Family	Symbol
Enzymes	Dehydratases	Carbonic anhydrases (CA)	*Car2*
	E2 ubiquitin conjugating enzymes	Ubiquitin conjugating enzymes E2 (UBE2)	*Ube2f*
			*Ube2h*
	E3 ubiquitin ligases	Makorin (MKRN)	*Mkrn1*
		Membrane associated ring-CH-type finger	*Marchf8*
		Tripartite motif-containing (TRIM)	*Trim10*
			*Trim58*
	Kinases	Membrane palmitoylated proteins	*Mpp1*
	Lyases	Ferrochelatases	*Fech*
	Oxidases	Spermine oxidases	*Smox*
	Peptidases	Cathepsins (CTS)	*Ctsb*
	Peroxidases	Peroxiredoxins (PRDX)	*Prdx2*
	Regulatory factors	Protein phosphatase 1 regulatory subunits	*Bcl2l1*
	Transferases	Hydroxymethylbilane synthases	*Hmbs*
	Other enzymes	Glutamate-ammonia ligases	*Glul*
		Glutaredoxin	*Glrx5*
Transcription factors	E2F/FOX	E2F	*E2f2*
Co-nodes	Cell cycle, cell division & DNA repair	Cell cycle checkpoint proteins (RAD)	*Rad23a*
		Growth arrest and DNA damage inducible	*Gadd45a*
	CNS Proteins	Synuclein	*Snca*
	Cytoskeleton components & regulators	Dematin actin binding protein	*Dmtn*
		Tropomyosin	*Tpm1*
	F box domain	F-box protein	*Fbxo7*
			*Fbxo9*
	Family with sequence similarity	Family with sequence similarity member	*Fam104a*
			*Fam210b*
	Globins	Hemoglobin subunit theta	*Hbq1b*
	Membrane proteins	Transmembrane and coiled-coil domain	*Tmcc2*
	Receptor associated factors	GABA type A receptor associated protein like	*Gabarapl2*
		Glutamate ionotropic receptor NMDA type subunit associated	*Grina*
	Ring finger proteins	Ring finger protein	*Rnf10*
			*Rnf11*
	Stress response factors	DnaJ heat shock protein (Hsp40) member	*Dnaja4*
	Transporters & transport proteins	Solute carrier superfamily member	*Slc25a37*
			*Slc48a1*
			*Slc4a1*
	Other co-nodes	BCL2 interacting protein like	*Bnip3l*
		Cellular repressor of E1A stimulated genes	*Creg1*
		FUN14 domain containing	*Fundc2*
		PITH domain containing	*Pithd1*

To evaluate whether this strong identity between mice and humans extended to upstream transcriptional drivers of these gene sets, we next identified nine human nodes with significant (*q* < 0.05) HCT intersections with the HWG/BMI gene set (Supplementary file section 9). The gene encoding the top-ranked node in this analysis, *TAL1*, has been identified as a human BMI-associated GWAS locus, and knockout of the *Drosophila* ortholog results in decreased percent body fat [63]. Of these nine nodes, mouse orthologs for seven had been included in the earlier mouse HCT intersection analysis (Supplementary file section 4, column *q* < 0.05 INT HWG/BMI). Reflecting a strong conservation between the AIWG-P and HWG/BMI gene sets at the transcriptional regulatory level, mouse orthologs of five of these seven nodes (Tal1, Gata1, Zmiz1, Cebpd, and Smad1; OR 6.3, *p* = 2e-4, hypergeometric test) had *q* < 0.05 intersections with the mouse AIWG-P gene set (Fig. 7B). Notably, of these five nodes, all but Zmiz1 have well documented roles in the inflammatory and immunomodulatory signaling. Moreover, Tal1/TAL1 and Gata1/GATA1 were the top-ranked nodes in both analyses (Fig. 7B). Collectively, these data indicate that inflammatory and immunomodulatory signaling pathways contributing to weight gain and BMI are strongly conserved between mice and humans at the levels of both transcriptional drivers (pathway nodes) and effectors (pathway node genomic targets).

## Discussion

In this study, we found that immunomodulatory transcriptional effectors and their upstream regulatory drivers strongly predispose mice to AIWG. In validation of our findings, we showed that genes encoding these upstream regulatory drivers are enriched for genes whose disruption in mice is associated with reduced body fat mass and slow postnatal weight gain. We proceeded to identify a minimal, cross-species AIWG-P signature that has the potential to determine the likelihood of AIWG in individual patients. We then demonstrated robust conservation between AIWG-P effectors and transcriptional drivers and those associated with weight gain and body mass index in humans. Collectively, our results provide mechanistic insight into the known links between inflammation, immunomodulation, obesity, and the metabolic syndrome [33, 34], as well as the extent to which pathways driving these connections are conserved between mice and humans.

Combining conventional pathway analysis of AIWG-P genes with a dissection of their regulatory relationships with upstream signaling pathway nodes, our analysis affords insights into the mechanisms underlying AIWG that are unavailable through pathway analysis alone. Initial GO pathway analysis of the underlying biological functions of AIWG-P genes indicated a strong link with inflammatory processes, which are known drivers of the development of metabolic disease [33, 34]. This was corroborated and extended by the HCT intersection analysis, which illuminated robust conservation of the regulatory relationships of AIWG-P genes with numerous inflammatory nodes in both mice (Fig. 4) and humans (Fig. 6), suggesting that individuals with a primed immune system are highly susceptible to AIWG. Significantly, while genes encoding AIWG-P nodes were enriched for genes whose disruption is associated with reduced body fat mass and slow postnatal weight gain (Fig. 5), no such enrichment was observed for the AIWG-P gene set itself (data not shown). These results indicate that transcriptional drivers of AIWG-P, rather than transcriptional effectors, are more likely to have nonredundant roles in the regulation of AIWG.

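Genes whose disruption is annotated to decreased body fat mass or slow postnatal weight gain were no more frequent among the genes higher in AIWG-P than among all genes tested. Of the 752 DBFM/SPWG genes in the paper's supplement, 413 were tested in blood, and 16 of them rose where 16.75 would be expected by chance (odds ratio 0.95, 95% confidence interval 0.53 to 1.58; two-sided Fisher's exact test, *p* = 1). The fatty acid transporter gene *Cd36*, the AP-1 gene *Jund*, *Rnf10*, the anion exchanger gene *Slc4a1* and the autophagy receptor gene *Tax1bp1* were among the genes that rose. *Gpam*, which acts in glycerolipid synthesis, is also a DBFM/SPWG gene and fell. Among the settings that leave out 1 mouse, the odds ratio was lowest without P5, at 0.60, and highest without P8, at 1.17, and with P8 and R9 both left out it was 0.41.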

Although inflammation and immunomodulation were the primary thematic connections across AIWG-P genes, other paradigms were evident. For example, the significant intersections of the AIWG-P gene set with HCTs of several transcription factors with characterized roles in circadian biology were of additional interest in light of our recent studies showing that the circadian rhythm plays an important role in AIWG [41]. This suggests that variation in expression of genes that regulate the circadian rhythm also contributes to the risk potential of AIWG. Interestingly, the AIWG-P HCT intersection for the adipogenic master regulator Pparg is relatively small (4.6e-2), suggesting either that members of this gene set are indirect Pparg targets, or that they represent a module of transcriptional effectors that predispose to weight gain via a mechanism that is largely independent of classical adipogenic pathways. In addition, although the primary motivation of this study was the characterization of markers of AIWG and their transcriptional drivers, this analysis also paves the way for future studies into the role of AIWG-P nodes with no previously reported connections to whole-body energy metabolism, including Anp32e (*q* = 9e-3) Six4 and Zfp281 (both *q* = 8e-3).

In this study, we focused on female mice as they most closely model the antipsychotic-induced weight gain observed in human patients. Notably, there is a growing body of literature that women are more susceptible to AP-induced weight gain and metabolic side effects than men [64–67]. In addition, olanzapine was dosed in the diet (54 mg/kg diet) resulting in mouse plasma levels (21 ± 5 ng/mL) that are similar to the levels observed in humans treated with olanzapine (10–50 ng/mL) [17]. In previous dosing studies in mice, olanzapine dosing above 25–100 mg/kg in the diet had equivalent effects on body weight gain [17]. Importantly, the terminal elimination half-life of OLZ in mice is approximately 3 hr [68] compared with 21–54 h in humans [69], depending on a range of factors including sex and ethnicity [70]. Therefore, to ensure exposure across the course of the day and night, we opted for diet administration, whereby self-administration ensures exposure in rodents across the day.

In summary, we have identified transcriptional regulatory networks comprising immunomodulatory signaling nodes and their downstream effectors that predispose to AIWG. In addition, we identified a group of cross-species AIWG-P effectors whose regulatory relationships with several immunomodulatory nodes are highly conserved between mice and humans. To further validate these cross-species effectors as biomarkers in predicting AIWG, future studies will be needed involving independent replicate groups of mice and humans. In validation of our study, we found that numerous AIWG-P nodes are encoded by mouse genes with known adipose phenotypes, and that the immunomodulatory AIWG-P transcriptional networks are conserved in predisposing to weight gain and elevated body mass index in humans. These points of convergence underscore the relevance of immunomodulatory transcriptional networks identified in this study to AIWG and metabolic disease more generally across mice and humans.

## Supplementary information

supplemental file legends

supplemental figure

supplemental tables

# Supplementary material for: Conserved immunomodulatory transcriptional networks underlie antipsychotic-induced weight gain
**Source:** Transl Psychiatry. 2021 Jul 22;11:405. doi: 10.1038/s41398-021-01528-y
**Supplement:** Supplementary file 1 — supplemental file legends

**Supplementary file section legends**

Supplementary **figure 1. Cross-species markers of AIWG are specific to drug-induced weight gain and are not markers of predisposition to diet-induced weight gain.** A. Mice exposed to HFD for 2 weeks gained between 2.9 g and 10.8 g each, with the HFWG-P (prone) group gaining an average of 9.5 ± 0.86 and the HFWG-R (resistant) group gaining just 4.9 ± 1.34 (B). C. Importantly, there was no significant differences in gene expression of *Ifit1*, *Ifitm3*, Rd or *Rsad2* in baseline blood samples between these two groups suggesting these genes are specifically markers of drug-induced weight gain and not diet-induced weight gain. * = *p* <0.05 determined by students t-test.

Supplementary **file section 1.** Primer sequences for q-PCR

Supplementary **file section 2.** Mouse AIWG-P and AIWG-R gene sets. 558 genes were significantly differentially expressed (FC > ± 1.25, *p* < 0.05) at baseline between the weight gain ‘prone’ (AIWG-P) and ‘resistant’ (AIWG-R) groups of mice of which 389 were elevated in AIWG-P > AIWG-R (AIWG-P gene set), and 169 were elevated in AIWG-R > AIWG-P (AIWG-R gene set). 

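The fit to the normalized values moved the genes of both sets in the direction the paper lists, and most of them past both thresholds. Of the paper's AIWG-P gene set, 376 genes were among those tested here, all 376 were higher in AIWG-P, and 358 (95.2%) passed both thresholds. Of the paper's AIWG-R gene set, 151 were tested, all 151 were lower in AIWG-P, and 146 (96.7%) passed. The paper chose both sets on these samples, so the shared direction is not independent evidence. A further 65 genes rose that are not in the AIWG-P gene set, among them *Adora3*, *Elof1*, *Riok3* and *Srrd*, and a further 191 fell that are not in the AIWG-R gene set, among them *Gm4759* and *Yipf6*. *Ifit1* is in the paper's AIWG-P gene set and did not pass here. The deposited table also holds the authors' fold changes and *p* values, whose test it does not name; of the genes that rose and fell here, 358 and 264 also passed both thresholds by the authors' deposited statistics. Across genes, which are not independent replicates, the log2 fold changes of the fit and of the deposited statistics had a Pearson correlation of 0.97. Both were computed from the same values of the same mice, so a high correlation follows from that and is no independent support.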

Column “Mm HWG/BMI” indicates mouse orthologs of human genes in section 7.

Supplementary **file section 3.** PANTHER Gene Ontology analysis of the mouse AIWG-P gene set (q < 0.05) No significant (*q* < 0.05) process enrichments were observed in the AIWG-R gene set.

Supplementary **file section 4.** ChIP-Seq high confidence transcriptional target (HCT) intersection analysis of AIWG-P and AIWG-R gene sets. The “DBFM/SPNWG” column indicates analyzed nodes encoded by genes in section 4. ‘q < 0.05 INT HWG/BMI” column indicates mouse orthologs of human nodes with significant (*q* < 0.05) HCT intersections with the HWG/BMI gene set (see section 7). INT: intersection; OR: odds ratio; *P,* p-value; *Q*, FDR-corrected *p*-value.

Supplementary **file section 5**. DBFM/SPWG gene set. This is a set of genes mapped to Mammalian Phenotype Ontology terms “decreased body fat mass” (DBFM; MP: 0014143) and “slow postnatal weight gain” (SPWG; MP:0008489) by Monarch, MMPC and IMPC.

Supplementary **file section 6.** Human AIWG-P and AIWG-R gene sets: 155 human genes with significant differential expression between weight gain and no weight gain groups before drug treatment. (20)

Supplementary **file section 7.** Mouse and human 5 kb ChIP-Seq node consensome percentile rankings of *Ifit1*, *Ifitm3*, *Rhd* and *Rsad2*.

Supplementary **file section 8.** HWG/BMI gene set: "black" module genes exhibiting strong positive correlation between blood expression levels and weight or BMI in humans (Joseph et al. (2019) Sci Rep 9, 7447. https://doi.org/10.1038/s41598-019-43881-5

Supplementary **file section 9.** ChIP-Seq high confidence transcriptional target (HCT) intersection analysis of the HWG/BMI gene set. The universe for the intersection was set at the total number of coding sequences represented in the Affymetrix U133A 2.0 Array, which was the transcriptomic platform used in the human weight gain / body mass index study (Joseph et al. (2019) Sci Rep 9, 7447. https://doi.org/10.1038/s41598-019-43881-5). INT: intersection; OR: odds ratio; *P,* p-value; *Q*, FDR-corrected *p*-value.

How the deposited data were processed for this re-analysis (not part of the article)

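Gene expression was measured by RNA sequencing of whole blood from 10 female C57BL/6J mice, 5 AIWG-P and 5 AIWG-R, taken as baseline blood as the paper states; the sample labels leave the time point open. The authors mapped reads to the mouse transcriptome with Bowtie2, counted them per gene with RSEM and used limma, and the submitters' processing notes add the mm9 assembly; versions are not given in the sources used here. The deposited table holds 10431 genes with 1 signal value per mouse, normalized by the authors in a way the sources used here do not state, and the authors' mean of these for each cohort. It also holds the authors' signed fold change, a score that gives the ratio of the cohort means with a sign for its direction, the log2 of that ratio, and the *p* values and q values of the authors' comparison, as deposited and without the name of the test. The cohort means and the log2 ratio were checked against the values per mouse and match them. The values were treated as normalized values and not as counts, and no count-based test was run. All values of a mouse lay within 0.02 of a whole multiple of one step, and these multiples summed to between 23810098 and 32293924 per mouse. Genes were matched to the RefSeq table by Entrez ID: 10368 matched, of which 518 carry another symbol there, and 17 symbols in the deposited table are dates. No column of values per mouse was left out.

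The comparison used log2 of the value plus a pseudocount of 1 in genes above 1 in at least 5 of the 10 mice, which removed 2 genes, and limma 3.58.1 with a mean-variance trend in R 4.3.3, with no covariate. A gene was counted as changed at an unadjusted *p* under 0.05 and a fold change above 1.25 or under its inverse; Benjamini-Hochberg adjusted values over all genes and over each list alone are given beside the counts. Single values were compared by an exact two-sided permutation test, in which the smallest p is 0.0079. In values simulated from the spread of these mice, 5.1% of unchanged genes had a *p* under 0.05, 260 of 10229 unchanged genes passed both thresholds, and 53.7, 94 and 100% of genes changed 1.25, 1.5 and 2-fold passed both. Of the genes changed by these folds, 14.9, 52.2 and 84.8% had an adjusted *p* under 0.05. Each gene was drawn independently of the others, while genes of these mice move together. The 260 genes are therefore not the number that chance would give in these mice, and the shares with an adjusted *p* under 0.05 need not hold there.

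Gene lists were fixed before the deposited values were examined and tested with camera (preset correlation 0.01, and again with an estimated correlation), adjusted over 29 lists. They cover heme synthesis and degradation, mitophagy and autophagy, lipid metabolism, interferon-stimulated genes, inflammatory cytokines and NF-kB targets, red cell membrane and cytoskeleton, other erythroid genes, erythroid transcription factors, globins, oxidative phosphorylation subunits, cytosolic ribosomal proteins, proteasome subunits, antioxidant and glutathione genes, E2 enzymes, nuclear-retained and splicing-speckle transcripts, circadian clock, glucocorticoid response, nodes named in the paper, the genes of Table 1 and Table 2, the ubiquitin genes of Table 2, and markers of neutrophils, monocytes, platelets, eosinophils, B cells, T cells and NK cells. A list of mitochondrially encoded genes had no member in the table. Most lists were drawn up with the paper's gene sets, which come from these mice, at hand, and the nuclear-retained list was chosen after reading the AIWG-R gene set. Overlaps were tested by Fisher's exact test against all genes tested, with the HWG/BMI orthologs, human AIWG-P genes matched by symbol, and DBFM/SPWG genes of the paper's supplement; only lists of human genes were used, with no data of any person. The genes to be named were fixed by a rule: every gene named in the paper's Results text, Table 1 or Table 2; the 5 largest and the 5 smallest fold changes among genes past both thresholds with a mean above the median; and the 4 members of each list with the smallest p. Values in the paper's tables had been seen when the rule was written, the text names a selection of these genes, and genes outside the rule are marked where they are named.

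Alternatives set beforehand were trimmed-mean centring, quantile normalization, no mean-variance trend, no filter and a stricter filter, a pseudocount of 0.1, leaving out each mouse in turn, the number in the sample labels or the mean of the red cell list as a covariate, globins left out of the library size, the fold threshold of 0.75 or none, a background of 24703 genes, the paper's gene sets, and the authors' deposited statistics. Leaving out P8 and R9 together and limma array weights were added after seeing the data. No blocked fit was run, since the numbers of the mice name them within a cohort. The consensome intersections, the hypothalamic PCR and the control study on the high-fat diet alone were not analyzed here. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used for tables, exact tests and plots.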

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

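The tests of R9 for the red cell list and of P8 and white cell markers for the nuclear-retained transcripts were chosen only after the result was seen, as was the bound of over 2 standard errors left after a correction; the other tests in this part were set before. Of 74 groups of 5 mice, 3 held a mouse far from the other 4 (a gap above 0.71 of the range), while chance sets apart about 1 in 20 groups. R8 had the highest mean log2 value of cytosolic ribosomal protein genes in AIWG-R, 10.94, with the next mouse at 10.857. R1 had the highest mean of neutrophil markers in AIWG-R, 9.093, with the next at 8.282. P7 had the lowest log2 value of *Rsad2* in AIWG-P, 13.057, with the next at 13.566.

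Of the gene lists that the paper does not discuss, 10 had a camera adjusted *p* under 0.05, and all 10 lost it with an estimated correlation (adjusted p 0.293 to 0.486). Median log2 fold changes were 0.684 for red cell membrane and cytoskeleton genes, 0.503 for other erythroid genes, 0.26 for antioxidant and glutathione genes, 0.244 for cytosolic ribosomal proteins, 0.243 for oxidative phosphorylation subunits, 0.217 for neutrophil markers, 0.177 for erythroid transcription factors, 0.175 for proteasome subunits, 0.118 for monocyte markers and -0.377 for nuclear-retained transcripts. The mean of the list missed the exact permutation test for neutrophil markers (*p* = 0.214), erythroid transcription factors (0.183), monocyte markers (0.135), ribosomal proteins (0.0714) and other erythroid genes (0.0714).

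Red cell genes such as *Rhag* and *Kel* and the HWG/BMI orthologs were higher together in AIWG-P. With the mean of the red cell list as a covariate, the difference in the mean of the HWG/BMI orthologs outside that list went from 0.185 (standard error 0.072) to 0.01 ± 0.021 (SE), so a larger share of red cell RNA in AIWG-P blood may account for it; the covariate differs between the cohorts and also takes up anything else that moves with it. P8 or R9 alone as the whole cause is argued against. The difference in the red cell list, 0.586 (SE 0.236), was 0.552 ± 0.264 (SE) without P8 and 0.394 ± 0.154 (SE) without R9. P1, P3 and P5 also lay above every AIWG-R mouse. For P8 the test meets only the bound chosen after the result was seen, since the difference less its standard error missed the bound set beforehand. R9, far below the rest at 6.923 (next 7.591), carries a part of the difference. A batch marked by the label number as the whole cause is argued against only by that later bound, since this test too missed the bound set beforehand. The difference with the label number as a covariate was 0.588 ± 0.258 (SE). The genes past both thresholds changed in number, and a part played by the label number or by P8 stays open. A difference in red cell formation between the cohorts before treatment also stays open and was not tested.

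Nuclear-retained transcripts such as *Malat1* were lower in AIWG-P. A smaller share of white cell RNA, whose nuclei would carry them, cannot be judged from the marker lists alone. The medians of the mice were alike (142.9 to 145.7), as after a scaling that can hide such a shift. Monocyte markers, the list furthest against that explanation, were higher by 0.154 ± 0.091 (SE) where it needs them lower (exact permutation *p* = 0.135). Without P7 this was 0.098 ± 0.082 (SE). Neutrophil, B, T and NK cell markers differed by 0.257 (0.437 without R1), -0.064, 0.069 and -0.015. Gene length as a cause stays open. After a trend on transcript length was removed within each mouse, the difference was -0.354 ± 0.103 (SE) against -0.377 (SE 0.115). Length was the median over a gene's annotated transcripts, with a median of 1414 for the list and 1380 for all genes tested. Removing a trend could therefore hardly move the list, and the test cannot decide. The median length was 936 for genes that rose and 1970 for genes that fell. P8 as the whole cause is argued against too, since without it the difference was -0.285 ± 0.086 (SE) against -0.363 (SE 0.109) and the other 4 AIWG-P mice all lay below every AIWG-R mouse. The test of P8 meets only the later bound here as well, since the difference less its standard error missed the bound first written for it. A difference in how much nuclear RNA was released during isolation and a biological difference between the cohorts stay open and were not tested.

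Other splits of the 10 mice into 5 and 5 were drawn (100 of 126 possible, the real one included in each count). For the 760 genes past both thresholds chance is not excluded, since 9 splits gave as many and the highest other split gave 1449; that split set P1, P7, P8, R1 and R8 against the rest, which points to a structure of the samples other than the cohorts, and it holds the 3 mice with label number 3. With the label number as a covariate, 335 genes rose and 263 fell. Chance is not excluded for the 18 lists with an adjusted *p* under 0.05 (10 splits as many, highest other 20) or for the odds ratio of 11.86 with the HWG/BMI orthologs (7 splits as high, highest other 17.02).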

How the results depend on the processing

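Leaving out P8 and R9 together and the array weights were chosen after seeing the data; where no cause is given, the cause was not tested. Of the 88 genes named in the text and past both thresholds, none turned direction when any 1 mouse was left out, and between 57 (without R9) and 82 (without R8) stayed past them. With trimmed-mean centring 88, with quantile normalization 67 and with the label number 72 kept the call (lost with the last by *Adora3*, *Atg14*, *Blvra*, *Clock*, *Elof1*, *Ifitm3*, *Prdx1*, *Psma7*, *Riok3*, *Rplp0*, *Rplp1*, *Rplp2*, *Rps23*, *Rps29*, *Scd2* and *Srrd*), and *Rplp0* turned to -0.03 under quantile normalization, in which *Adipor1*, *Bnip3l*, *Clock*, *Fech*, *Gabarapl2*, *Ifitm3*, *Lmo2*, *Mkrn1*, *Psme3*, *Riok3*, *Rnf10*, *Rplp1*, *Rplp2*, *Rps23*, *Rps29*, *Rsad2*, *Scd2*, *Slc25a37*, *Tax1bp1* and *Ube2h* lost the call. With the red cell list as a covariate, which leaves out the list's own genes, 13 of 83 kept the call (*Abhd5*, *Atg14*, *Blvra*, *Ccnl2*, *Ifitm2*, *Leng8*, *Ncr1*, *Ndufb6*, *Nfkbib*, *Parp12*, *Srrm2*, *Srsf5* and *Zfp512b*) and 14 turned direction: *Acsl1* (-0.12), *Adipor1* (-0.05), *Bnip3l* (-0.01), *Car2* (-0.07), *E2f2* (-0.01), *Fech* (-0.07), *Lmo2* (-0.06), *Prdx2* (0), *Prxl2a* (-0.03), *Psme3* (-0.09), *Riok3* (-0.1), *Rnf10* (-0.08), *Slc25a37* (-0.02) and *Trim10* (-0.08). In that setting 132 genes rose, of which 55 also rose without the covariate, 0 of the 3 cross-species genes outside the list passed, the odds ratios with HWG/BMI orthologs and human AIWG-P genes were 0, 8 lists had an adjusted *p* under 0.05 (T cell markers, 0.0302, among them, which had none without the covariate), and adjusted *p* values were 0.144 for heme degradation, 0.523 for the inflammatory list and 0.523 for mitophagy, while erythroid transcription factors (0.548) and other erythroid genes (0.468) turned lower.

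Globins left out of the library size moved the median log2 fold change of all genes from -0.007 to -0.15 by construction; against that, 162 genes rose and 1212 fell, heme synthesis had an adjusted p of 0.0177 and the human odds ratio was 4.92. Without P8 and R9, 178 genes rose and 188 fell, the inflammatory list had an adjusted p of 0.0672 and heme synthesis of 0.388, and odds ratios were 4.47 for human and 0.41 for DBFM/SPWG genes. The stricter filter tested fewer genes: 179 fell and heme degradation had an adjusted p of 0.0527. Without a fold threshold 702 rose and 638 fell, and with a fold change under 0.75, 196 fell. No gene had an adjusted *p* under 0.05 in the other settings, against 210 when the authors' deposited *p* values were adjusted over the genes tested here. By the authors' deposited q values, 225 genes were under 0.05. Quantile normalization left 1 cross-species gene. It gives every mouse the same set of values, so it can shrink differences in the most abundant genes by construction. The log2 fold change of *Hbb-bt* went from 0.54 to 0 in that setting. For such genes a lost call there cannot decide whether the cohorts differ. The human odds ratio missed the test at 1.9 with quantile normalization, 2.87 without the trend, 2.86 with the stricter filter, 2.84 with a pseudocount of 0.1, 2.33 with the label number and 2.43 with array weights. The DBFM/SPWG odds ratio passed 1 with the label number (1.14), the paper's set (1.01) and the deposited statistics (1.13), never past the test. With an estimated correlation 0 lists passed; adjusted *p* values were 0.293 for E2 enzymes, heme degradation and the red cell list, 0.294 for mitophagy, 0.312 for interferon-stimulated genes and 0.391 for the inflammatory list. The first component held 50.6% (stricter filter), 45% (globins) or 23.5% (without P8 and R9) of the variance of all genes, and 72.7%, 70.7% or 52.9% of that of called genes, with 52.2% under the red cell covariate and 56.1% with array weights.

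Leaving out 1 mouse at a time gave 265 (R9) to 563 (P3) genes higher, 228 (P8) to 637 (P3) lower, 0 with an adjusted *p* under 0.05, 2 to 4 cross-species genes, and odds ratios of 6.78 to 13.18 for HWG/BMI orthologs, 0.2 to 0.64 for those with the AIWG-R genes, 1.82 to 6.87 for human AIWG-P genes and 0.6 to 1.17 for DBFM/SPWG genes. Between 15 and 19 lists passed; adjusted *p* values ranged over 0.0399 to 0.251 for heme synthesis, 0.00156 to 0.0234 for heme degradation, 0.00145 to 0.11 for the inflammatory list and 4.8e-06 to 0.0281 for interferon-stimulated genes, and platelet markers turned from lower to higher (0.00214 to 0.96). The first component held 23.3 to 41.9% of the variance of all genes and 57.4 to 69.7% of that of called genes. Of simulated genes changed 1.25-fold, each drawn independently of the others, 70.1% had a *p* under 0.05 and 53.7% passed both thresholds. That fold is the cut-off itself, so the second share does not measure a loss due to 5 mice per cohort. Genes with small differences can be missed.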

Differences from the paper's values

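At the thresholds of the paper's Results, 337 genes were lower in AIWG-P here against the paper's 169. The legend of Fig. 7 gives a fold change under 0.75 for the AIWG-R gene set instead, and at that threshold 196 fell here, so part of the gap may lie in the threshold. Of the alternatives set before the data were examined, a count within 1.5 times the paper's was reached with the stricter filter (179), with a fold change under 0.75 (196), without P8 (228), without R9 (242) and with the red cell list as a covariate (244). It was not reached with trimmed-mean centring (337), quantile normalization (318), no trend (346), no filter (337), a pseudocount of 0.1 (340), the label number as a covariate (263), globins left out of the library size (1212), no fold threshold (638) or the authors' deposited statistics (350), nor without P1 (425), P3 (637), P5 (602), P7 (271), R1 (304), R2 (310), R4 (295) or R8 (352).

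The paper's overlap of the AIWG-R gene set with HWG/BMI orthologs is 0 genes, and 1 gene was shared here. With a fold change under 0.75, 0 genes were shared; in the other alternatives set before the data were examined, between 1 and 5 were.

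The paper's odds ratio for HWG/BMI orthologs in the AIWG-P gene set is 30, and it was 11.86 here, against a background of the genes tested. With the paper's universe of 24703 genes as the background, set as an alternative before the data were examined, it was 28.94. In each of the other alternatives set before the data were examined it stayed over 1.5 times away, from 0 with the red cell list as a covariate to 16.88 with globins left out of the library size, with 12.18 for the paper's AIWG-P gene set and 11.15 for the authors' deposited statistics.

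The paper names *Hmox1*, *Alas1* and *Alad* as examples of genes in the pathways enriched in the AIWG-P gene set. It gives no fold change for them, and they are not in that set, so their values here are no difference from the paper. Their log2 fold changes were 0.27, -0.08 and -0.05 and none passed both thresholds, while *Urod*, *Fech*, *Blvra* and *Blvrb* of the same pathways did. The paper places *Ifit1* among the genes higher in AIWG-P in both species, while here its p in limma was 0.0537; *Rhd*, *Ifitm3* and *Rsad2* passed both thresholds. *Ifit1* passed them without P1 (*p* = 0.0417), without R4 (*p* = 0.0299), without R8 (*p* = 0.00768) and in the authors' deposited statistics (*p* = 0.0191).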

Other observations

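Lists of genes of energy metabolism and protein turnover were higher in AIWG-P blood, and for 3 of the 4 the difference was over 1.5 times smaller without P8; the tests of transcript length in this part were chosen only after the result was seen. Of 77 nuclear-encoded oxidative phosphorylation subunits, 19 rose and none fell, among them *Cox7a2*, with a normalized value of 247 ± 47.2 (SD, n = 5) in AIWG-P and 170 ± 29.4 (SD, n = 5) in AIWG-R, and *Ndufa6*, *Ndufb6* and *Atp5k*, with fold changes of 1.35, 1.37 and 1.39 (camera, adjusted *p* = 6.05e-16, and adjusted *p* = 0.294 with an estimated correlation). Of 29 antioxidant and glutathione genes 13 rose, among them *Glo1* (349 ± 50.5 against 236 ± 37.3), *Prdx1*, *Prdx2* and *Sod2* (camera, adjusted *p* = 2.27e-08, and adjusted *p* = 0.293 with an estimated correlation). Of 76 cytosolic ribosomal protein genes, *Rplp0*, *Rplp1*, *Rplp2*, *Rps23* and *Rps29* rose, by fold changes of 1.28, 1.28, 1.27, 1.26 and 1.28 (camera, adjusted *p* = 6.05e-16, and adjusted *p* = 0.359 with an estimated correlation); under quantile normalization *Rplp0* turned to a log2 fold change of -0.03 and the other 4 lost the call, and without P8, R1 or R9 or with the label number as a covariate none of the 5 passed (0.23 for *Rplp0* without P8). Of 42 proteasome subunits, *Psma7*, *Psmd4* and *Psme3* rose, by fold changes of 1.27, 1.35 and 1.32 (camera, adjusted *p* = 6.52e-09, and adjusted *p* = 0.294 with an estimated correlation). Without P8 the differences in the means of the oxidative phosphorylation, ribosomal and proteasome lists went from 0.244 to 0.155, from 0.228 to 0.12 and from 0.17 to 0.099, and P3 and P5 lay below the mean of the 10 mice in all 3. Fold change and transcript length were correlated across genes (Spearman correlation -0.27), the median lengths of these 3 lists were 607, 630 and 830 against 1380 for all genes tested, and after a trend on length was removed within each mouse the differences were 0.175, 0.16 and 0.145 (standard errors 0.064, 0.085 and 0.06). Over the list alone, 9 antioxidant genes and 0 of the other 3 lists had an adjusted *p* under 0.05, and over all genes 0; 19, 13, 7 and 3 members of the 4 lists were known to be in the paper's AIWG-P gene set. With the red cell list as a covariate the antioxidant list lost its call (adjusted *p* = 0.224), and the oxidative phosphorylation (2.28e-07), ribosomal (2.03e-09) and proteasome (4.35e-06) lists kept theirs, while of the genes named only *Ndufb6* passed both thresholds. *Prdx1* lost its call without P8 (log2 fold change 0.28) and with the label number, *Sod2* without P1 or R9 (0.29 and 0.30), *Psma7* without P7 or P8 (0.31 and 0.26) or with the label number (0.30) and *Psme3* without P1, P3, P5, P8, R4 or R9 (0.26 without R9). *Rplp1*, *Rplp2*, *Rps29* and *Psme3* were chosen for naming after their values were seen.

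Other erythroid genes were higher as well: 11 of 17 rose, among them *Trim58* and the mitochondrial iron importer gene *Slc25a37* (camera, adjusted *p* = 9.93e-06, and adjusted *p* = 0.294 with an estimated correlation; 8 over the list alone), and *Slc25a37* lost its call without P1, R4 or R9 (log2 fold change 0.42 without R9) and under quantile normalization (0.29). Of 13 erythroid transcription factors only *Lmo2* and *E2f2* rose, by fold changes of 1.27 and 1.38 (camera, adjusted *p* = 0.037, and adjusted *p* = 0.446 with an estimated correlation), and the call of this list was lost without P1, P5, P8, R4 or R9 (adjusted *p* = 0.209 without P8), with the label number as a covariate (0.0755), with the stricter filter (0.129) and with array weights (0.125), and that of *Lmo2* without each of the same 5 mice (log2 fold change 0.22 without R9), and *E2f2* lost its call without R9 (0.32). Of 6 globin genes only *Hbq1b* rose (560 ± 130 against 366 ± 114; camera, adjusted *p* = 0.0628 for the list, and under 0.05 without P5, P7 or R8, with the stricter filter, 0.0278, and without the mean-variance trend, 0.0016), and *Hba-a1* and *Hbb-bt* had log2 fold changes of 0.47 (standard error 0.72) and 0.54 (standard error 0.46); these errors depend on the trend, without which *Hbb-bt* passed both thresholds (*p* = 0.033), and both passed in the authors' deposited statistics (*p* = 8.92e-05 and 1.38e-05). Of the 22 nodes named in the paper only *Jund* rose (camera, adjusted *p* = 0.0987, and 0.0273, 0.0343 and 0.0458 without P1, P8 or R1), while *Tal1* had a log2 fold change of -0.07 (standard error 0.21) and *Gata1* one of 0.40 (standard error 0.20, exact permutation *p* = 0.111), which passed both thresholds without P3 or R1 (0.57 without P3). The paper inferred its nodes from overlaps with their ChIP-Seq targets, not from their own transcripts, so these values do not test that result. Of 16 circadian clock genes only *Clock* changed, with a log2 fold change of -0.50 (camera, adjusted *p* = 0.348 for the list), and it lost the call in 8 of the 10 settings that leave out a mouse. None of 12 glucocorticoid response genes (adjusted *p* = 0.637), 15 platelet markers (adjusted *p* = 0.654) or 5 eosinophil markers (adjusted *p* = 0.348) changed; platelet markers were lower without P8 (adjusted *p* = 0.0234) and higher without P3 (adjusted *p* = 0.00214). Over the mean log2 values of the 11 lists of cell types, no difference had an adjusted exact permutation *p* under 0.05 (smallest 0.262), a test that a single changed list among them could not have passed, since its smallest p before adjustment is 0.0079.

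Interferon-stimulated genes were weighed in the same way, with the test of P3 chosen only after the result was seen. For the 9 genes past both thresholds 2 of 100 splits, the real one included, gave as many (highest other 9), but chance cannot be told apart, since 10 members were known to be in the paper's AIWG-P gene set, chosen on these mice, and the mean of the list did not pass the exact permutation test (*p* = 0.0794). A larger share of red cell RNA cannot be told apart as the cause of the difference in the mean of the list, which was 0.122 (standard error 0.056) and with the red cell list as a covariate 0.122 ± 0.079 (SE), so its error leaves both readings open. An effect of P3 alone cannot be told apart either, since without it the difference was 0.096 ± 0.056 (SE). Higher interferon-stimulated expression before treatment in AIWG-P mice stays open and was not tested in other mice.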
